# The role of NAD-dependent deacetylase sirtuin-2 in liver metabolic stress through regulating pyruvate kinase M2 ubiquitination

**DOI:** 10.1186/s12967-024-05435-w

**Published:** 2024-07-14

**Authors:** Jingru Guo, Junshu Nie, Dongni Li, Huaixiu Zhang, Tianrui Zhao, Shoufeng Zhang, Li Ma, Jingjing Lu, Hong Ji, Shize Li, Sha Tao, Bin Xu

**Keywords:** Sirt2, Acetylation, PKM2, Glycolysis, Metabolism

## Abstract

NAD-dependent deacetylase Sirt2 is involved in mammalian metabolic activities, matching energy demand with energy production and expenditure, and is relevant to a variety of metabolic diseases. Here, we constructed *Sirt2* knockout and adeno-associated virus overexpression mice and found that deletion of hepatic Sirt2 accelerated primary obesity and insulin resistance in mice with concomitant hepatic metabolic dysfunction. However, the key targets of Sirt2 are unknown. We identified the M2 isoform of pyruvate kinase (PKM2) as a key Sirt2 target involved in glycolysis in metabolic stress. Through yeast two-hybrid and mass spectrometry combined with multi-omics analysis, we identified candidate acetylation modification targets of Sirt2 on PKM2 lysine 135 (K135). The Sirt2-mediated deacetylation-ubiquitination switch of PKM2 regulated the development of glycolysis. Here, we found that Sirt2 deficiency led to impaired glucose tolerance and insulin resistance and induced primary obesity. Sirt2 severely disrupted liver function in mice under metabolic stress, exacerbated the metabolic burden on the liver, and affected glucose metabolism. Sirt2 underwent acetylation modification of lysine 135 of PKM2 through a histidine 187 enzyme active site-dependent effect and reduced ubiquitination of the K48 ubiquitin chain of PKM2. Our findings reveal that the hepatic glucose metabolism links nutrient state to whole-body energetics through the rhythmic regulation of Sirt2.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12967-024-05435-w.

## Introduction

Sirtuin, the human and mouse homolog of the yeast silent information regulatory gene, is an NAD^+^-dependent deacetylase. Sirt2 is metabolically active and highly enriched in tissues, including liver, heart, brain, and adipose tissue, and plays a regulatory role in maintaining metabolic homeostasis and aging [1]. Studies have shown that Sirt2 deacetylates glucokinase regulatory proteins and promotes impaired levels of hepatic glucose [2]. Epidemiological studies have shown that the prevalence of metabolic diseases, including diabetes mellitus type 2 (T2DM), has increased significantly worldwide and that dysglycemia and insulin resistance are the main responses to the development of T2DM [3]. In T2DM, Sirt2 overexpression significantly enhances the activation of AKT and its downstream targets involved in insulin resistance [4]. As a deacetylase, Sirt2 maintains energy homeostasis by deacetylating Foxo1 and inhibiting PPARγ to promote lipolysis [5]. Both the Sirtuin family and Sirt2 genes can sense the nutritional requirements and availability of an organism and optimize cellular pathways to match energy production with consumption [6–10], with feedback effects on the glycolytic pathway [11–13]. Mice deficient in SIRT2 develop liver tumors [14, 15], and exhibit loss of metabolism and increased glucose metabolism.

It is known that ambient temperature also affects mammalian energy metabolism, and when the ambient temperature is low, metabolic reactions increase energy expenditure by using glucose and lipids from adipose tissue and the liver through shivering and non-shivering thermogenesis [16]. This temperature change-induced stress leads to metabolic stress, a state of metabolic disturbances such as elevated blood glucose and elevated levels of hormones. Usually, low temperature induces a state of cold acclimation and a new equilibrium is reached after altering stress hormone levels and other physiological responses [17]. However, current conclusions related to the effects of hypothermia on the body’s glucose metabolism are also very inconsistent. Transient hypothermia can significantly increase energy expenditure, increase plasma glucose oxidation and insulin sensitivity, and accelerate systemic glucose metabolism, which can affect the body’s energy metabolism leading to lower blood glucose levels [18–20]. However, one study observed that acute exposure of rats to hypothermia within 1 week resulted in decreased insulin levels, increased insulin sensitivity in peripheral tissues, and sustained high levels of glucagon with blood glucose remaining unchanged [21, 22].

Pyruvate kinase, one of the major rate-limiting enzymes in glycolysis, catalyzes the production of pyruvate and ATP from phosphoenolpyruvate and determines ATP production through oxidative phosphorylation or glycolytic intermediates. PKM2 is an isoform of PK, and the function of PKM2 is dependent on post-translational modifications such as acetylation, phosphorylation, and sumo-ization [23, 24]. Unlike other isoforms, PKM2 possesses a large number of conserved post-translational modification sites. Acetylation of Lys305 reduces the enzymatic activity of PKM2 and degrades PKM2 in an autophagy-lysosome-dependent manner, ultimately stimulating the Warburg effect and tumor growth. High expression levels of PKM2 lead to increased glucose uptake, accumulation of glycometabolites and metabolic reprogramming (from oxidative phosphorylation-based to glycolysis-based). And PKM2 plays an important role in tumor metabolic reprogramming, acetylation modification can regulate PKM2 function and affect energy metabolism. However, the mechanism underlying this lysine acetylation remains unclear. As a protein kinase or transcriptional co-activator, PKM2 is used for ATP production via oxidative phosphorylation when it is in the tetrameric state. Conversely, when PKM2 is dissociated, a decrease in enzymatic activity is observed that prevents pyruvate production. This leads to increased synthesis of macromolecules, including lipids, nucleic acids, and amino acids [25]. It has been found that SIRT2 can interact with PKM2 and affect the metabolic reprogramming and proliferation of tumor cells by regulating the interaction between PKM2 and SIRT2, providing new targets and strategies for tumor therapy. SIRT2 modifies PKM2 through deacetylation, affecting the activity and stability of PKM2, which in turn affects intracellular glycolytic processes [26]. In addition to being a key enzyme in glycolysis, PKM2 is involved in multiple signaling pathways. Activation or inhibition of some signaling pathways can affect glycolysis by regulating the activity or conformational state of PKM2, thereby regulating cellular energy metabolism and growth. Overall, there are complex interactions and regulatory relationships between PKM2 and SIRT2. By studying the function and regulatory mechanism of PKM2 in glycolysis, as well as the interaction between SIRT2 and PKM2, we can help to reveal the fundamentals of cellular energy metabolism regulation and provide new ideas and strategies for the treatment of related diseases.

Therefore, this experiment will construct a model of metabolic stress in the organism by intermittent hypothermia to help elucidate the glucose metabolic processes occurring in the organism. In this study, we constructed *Sirt2* knockout mice and adeno-associated virus overexpression mice, and revealed PKM2 interacted with Sirt2 using a yeast two-hybrid system and proteomics. By combined multi-omics analysis, we identified previously unknown acetylation modification sites of PKM2. Furthermore, we found that deletion of Sirt2 led to impaired glucose tolerance and insulin resistance, and induced primary obesity; Sirt2 severely disrupted liver function in mice under metabolic stress, exacerbating the metabolic burden on the liver and affecting glucose metabolism. Sirt2 deacetylated PKM2-Lys135 (K135) in a histidine 187 (H187) site-dependent manner and reduced ubiquitination of the Lys48 (K48) site ubiquitin chain of PKM2 thereby altering the adaptation to metabolic stress responses and ultimately regulating glycolysis.

## Materials and methods

### Animals

Mice were placed in a temperature/humidity-controlled environment (24 ± 2 °C/40%) and were maintained on a 12 h light/12 h dark cycle (8 a.m. and 8 p.m.) with free access to food and water. C57BL/6 mice were purchased from the Changsheng Biological Corporation (Changchun, China) and randomly divided into two groups: a cold exposure group and a room temperature control group. The cold exposure group was exposed to a stimulation temperature of 4℃ and humidity of 40% for 3 h per day for 3 weeks. All groups in one experiment contained individuals of the same strain and sex. C57BL/6 mice were used for long-term experiments. *Sirt2* knockout mice were generated on a C57BL/6 background. The *Sirt2* gene (NCBI Reference Sequence: NM_022432; Ensembl: ENSMUSG00000015149) is located on mouse chromosome 7. Sixteen exons are identified, with the ATG start codon in exon 1 and the TAA stop codon in exon 16 (Transcript Sirt2-201: ENSMUST00000072965). Exon 5 ~ 7 will be selected as target site. The region contains 206 bp coding sequence. 

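In release vM21 of the GENCODE annotation, on the GRCm38 build of the mouse genome, Sirt2 (ENSMUSG00000015149) lies on chromosome 7 from 28766735 to 28788661, on the forward strand. Transcript Sirt2-201 runs from 28766767 to 28788660 and is 1843 bases long. Its coding sequence starts at base 86 of the transcript, in exon 1, and ends at base 1255, in exon 16, and it holds 389 codons before the TAA stop codon. Exon 5 covers positions 28776858 to 28776899, 42 bases that read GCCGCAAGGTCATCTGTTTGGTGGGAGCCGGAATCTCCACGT. Exon 6 covers positions 28776996 to 28777102, which are 107 bases, and exon 7 covers positions 28777191 to 28777247, which are 57 bases. Every base of these exons is coding, and the 206 bases make up 11.2% of the transcript. Because 206 leaves a remainder of 2 when divided by 3, a transcript that joins exon 4 to exon 8 changes its reading frame. It would keep the 75 whole codons that stand before exon 5 and reach a stop codon after 152 codons.

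**Figure D1:**
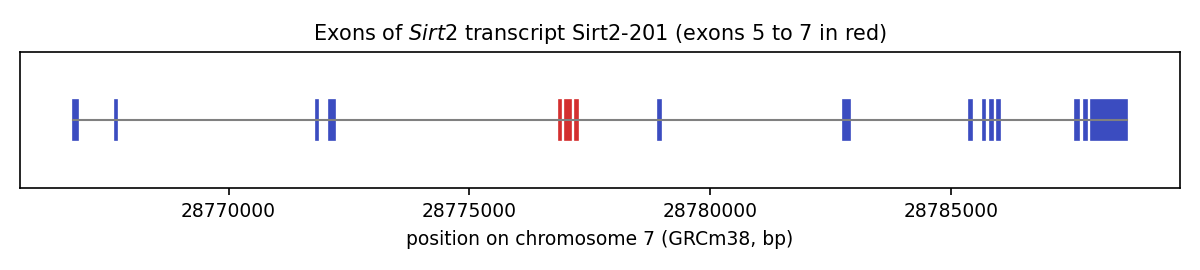
Exons of Sirt2 transcript Sirt2-201 along chromosome 7 of GRCm38, with the position in base pairs on the x axis and each exon drawn to scale as a box. Exons 5 to 7, from 28776858 to 28777247, are in red and the other 13 exons are in blue.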

Ribonucleoprotein (RNP) will be co-injected into fertilized eggs for KO mouse production. The pups will be genotyped by PCR followed by sequencing analysis. All experimental procedures were approved by the Management Committee of Laboratory Animal Center of Heilongjiang Bayi Agricultural University.

### Adeno-associated virus 9 (AAV9)-mediated gene expression

First, the target gene was cloned into the AAV plasmid with appropriate identification and validation. Then, mass extraction of the plasmid was carried out using a de-endotoxin kit AAV plasmid system co-transfected AAV-293 cells, and the AAV plasmid was replicated and assembled into complete AAV virus particles in the cells by the Rep and Cap proteins provided by the helper viruses, and all the cells were collected at 72 h post-transfection. Finally, the cell culture supernatant was purified by centrifugation and column chromatography to obtain a high-purity AAV virus preparation. The AAV9 delivery system was used for liver-specific overexpression of *Sirt2* in mice. The open reading frame encoding these genes, without stop codons, was cloned into the AAV9 vector AAV-pTBG-Luciferase. Each mouse was injected with 100 µl of AAV9 virus solution containing the target gene via tail vein at a titer of 1.4 × 10^12^ vg/mL. Target gene expression was monitored by bioluminescence imaging (BLI) after 3 weeks.

### Cell culture and treatment

Mouse AML-12 hepatocytes were cultured in DMEM/F12 medium supplemented with 10% fetal bovine serum (FBS), 40 ng/mL Dexamethasone, and ITS liquid media supplement. HEK293T cells were cultured in DMEM supplemented with 10% FBS and antibiotics at 37 °C and 5% CO_2_ in a humidified incubator. AML12 cells were treated for 12 h with 300 µM CoCl2 (Sigma-Aldrich, St. Louis, MO, USA; C8661).

### Histopathological analysis

Oil Red O, hematoxylin and eosin (H&E), and Masson staining were performed on serial Sect. (5 μm thick) of liver tissue specimens. The sections were observed under an optical microscope.

### Immunofluorescence (IF) staining

For immunofluorescence staining, cells were grown on microscope cover glasses and treated as indicated. After treatment, the cells were fixed with 4% paraformaldehyde, blocked with 0.2% Triton X-100 for 15 min and incubated with antibodies against Sirt2 (Proteintech, Rosemont, IL, USA; 19655-1-AP) and PKM2 (Cell Signaling Technology, Danvers, MA, USA; 4053) overnight for approximately 12 h at 4 °C. The cells were then washed with phosphate-buffered saline (PBS) (Beyotime, Beijing, China; C0221A) and incubated with fluorescently labeled secondary antibodies for 1 h at room temperature; 4ʹ,6-diamidino-2-phenylindole (DAPI) (Beyotime; C1005) was used to stain nuclei. Sections were observed under a confocal microscope (Nikon, Tokyo, Japan).

### Immunohistochemistry (IHC) staining

Sections were stained with PKM2 (1:200) primary antibody (Rabbit) followed by HRP antibody (Rabbit). A DAB Plus Substrate (Sigma-Aldrich) with added DAB Plus Chromogen was employed to visualize staining.

### Serology and glucose and insulin tolerance tests

Serum levels of ALT, AST, and TG were measured using a veterinary automatic biochemical analyzer (Seamaty, SMT-120VP). Mice were individually caged for 3 days before experiments. Mice were fasted for 16 h (from 5 p.m. to 9 a.m.) and blood glucose was measured through the tail vein using an automatic glucometer (Yicheng, city, country; JSP-6). Then, glucose was intraperitoneally injected at 1 g/kg body weight, and blood glucose levels were measured at various time points. For the ITT, mice were treated as in the GTT, except they were intraperitoneally injected with a single dose of insulin (1 U/kg). The mice used for the GTT and ITT assays were from different groups to prevent stress interference from earlier blood collection.

### Quantitative real-time PCR

Total RNA was isolated with TRIzol reagent (Invitrogen, Carlsbad, CA, USA). Purified RNA was retro-transcribed using the RT Kit (Takara, RR047A) and quantitative real-time PCR experiments were performed. All reactions were repeatedly processed. Primers used for quantitative real-time PCR were (5´-3´): mouse β-actin, GATGGCCACTGCCGCATCCTC and GGTCTTTACGGATGTCAACGTCAC; Sirt2, CTCATCAGCAAGGCACCACTAGC and CATCCGAGGAGGTCAGCGAGAG; and PKM2, AAGTTTACACGAAGGTCGACAT and TATCATTGCCGTGACTCGAAAT.

### Western blot analysis

Western blot analysis was performed as described previously[62]. Total protein (30 µg) was immunoblotted with rabbit anti-Sirt2 (Proteintech, 19655-1-AP, 1:1,000), rabbit anti-PKM2 (Proteintech, 19655-1-AP, 1:1,000; Cell Signaling Technology, 4053, 1:1,000), rabbit anti-ATP5a1, rabbit anti-UQCRC2, rabbit anti-SDHB, rabbit anti-NDUFB8, and mouse anti-actin (Proteintech, 66009-1-Ig, 1:10,000) followed by corresponding secondary antibodies conjugated to horseradish peroxidase (HRP) for 1 h [HRP-conjugated Affinipure goat anti-mouse IgG (H + L) (Proteintech, SA00001-1, 1:8,000) and HRP-conjugated Affinipure goat anti-mouse IgG(H + L) (Proteintech, SA00001-1, 1:8,000)].

### Seahorse bioenergetics

Primary mouse hepatocytes were isolated and cultured in Seahorse XF24 Extracellular Flux Analyser (Agilent Technologies, Santa Clara, CA, USA) culture plates with 2 × 104 cells per well. Plates were incubated for 1 h at 37 °C in an incubator without CO_2_ according to the instructions of the XF Cell Mito Stress Test Kit (103015-100; source and address) and a XF Glycolysis Stress Test Kit (103020-100; source and address). Oxygen consumption (OCR) and extracellular acidification rate (ECAR) were measured as instructed. Data were assessed with XF Wave Software. Liver blocks with a diameter of 3 mm were cut off and placed in tissue culture trays. OCR and ECAR were measured as instructed.

For liver tissue, inoculation was measured at the same weight on hippocampal tissue culture plates, and real-time mitochondrial respiration was measured on the hippocampal XFe24 analyzer using the Mitochondrial Stress Assay Kit.

### RNA sequencing

RNA sequencing was performed by Biomarker (Beijing, China). Briefly, RNA from liver tissue (20 mg) was extracted and quantified using a NanoDrop (ThermoFisher Scientific, Waltham, MA, USA) and used to construct RNA libraries that were sequenced using Illumina NovaSeqTM 6000 by Biomarker (Beijing, China).

### Targeted metabolomics

Liver tissue (100 mg) was weighed, 1 mL of pre-cooled methanol/acetonitrile/water was added, and the samples were left by ultrasound in an ice bath then centrifuged at 16,000 × g at 4℃ for 30 min. The supernatant was removed. The same amount of internal standard L-glutamate-D5 was added to each sample and vacuum dried. During mass spectrometry detection, 100 µL of acetonitrile-water solution was added for resolution, and the samples were centrifuged at 16,000 × g at 4℃ for 30 min and the supernatant removed for sample analysis. Separation was performed by Shimadzu Nexera X2 LC-30AD high performance liquid chromatography. Mass spectrometry was performed using a QTRAP5500 Mass Spectrometer (AB SCIEX, Redwood City, CA, USA) in positive/negative ion mode. The peak area and retention time were extracted by MultiQuant software. A metabolite standard was used to adjust retention time and identify metabolites. The peak area of metabolite extracted ions was normalized by the internal standard L-glutamate_D5. Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis were applied for the differentially expressed related genes.

### Coimmunoprecipitation (Co-IP)

Co-IP were performed as described by Song. Briefly, liver tissues and cells were lysed in IP-lysis buffer [50 mM Tris (pH 7.4), 150 mM NaCl, 0.1 mM EDTA, 20% glycerol, 0.2% NP-40, 0.1% SDS, protease and phosphatase inhibitors]. After freezing and centrifugation at high speed, the lysate supernatants were incubated with the indicated antibodies at 4℃. The pre-cleared protein A/G beads (Thermo Fisher Scientific; 88,803) were then incubated with the supernatant at room temperature for 1.5 h. The collected proteins were analyzed by western blotting.

### Metabolic measurements

Mice were housed in metabolic cages individually with access to food and water in metabolic chambers of the Comprehensive Laboratory Animal Monitoring System to monitor global metabolism (CLAMS™, Columbus Instruments, Columbus, OH, USA). After acclimation for 24 h, energy expenditure was measured for 24 h. Metabolic parameters including carbon dioxide production (VCO_2_), oxygen consumption (VO^2^), respiratory exchange ratio (RER = VCO2/VO2), and heat production (heat) were recorded every 12 min over a period of 24 h and determined using an Oxymax system (Columbus Instruments).

### Oxidative stress detection in vivo

ROS generation was detected by dihydroethidium (DHE) staining. Briefly, frozen liver sections were incubated with DHE (5 µmol/L) at 37 °C for 30 min in a dark chamber. Fluorescent images were observed with a fluorescence microscope (Olympus IX53; Olympus, Tokyo, Japan).

### TdT-mediated dUTP nick end-labelling (TUNEL) staining

Liver Sect. (10 μm) were fixed with 4% paraformaldehyde for 45 min at room temperature and TUNEL staining was measured using a kit (Beyotime) according to the manufacturer’s instructions. Images were acquired using a confocal microscope (FV3000; Olympus).

### Cycloheximide and MG132 assays

CHX or MG132 was added to the culture medium at a final concentration of 10 µM or 20 mM, respectively. Cell lysates were collected at 0, 1, and 4 h after CHX or 4 h after MG132 treatment.

### Yeast two hybrid

Using the SIRT2 gene constructed on the pGBKT7 vector as bait, a yeast two hybrid mouse library was screened. After multiple reporter gene detection, DNA sequencing, and BLAST comparison analysis of positive clones, the proteins that interact with pGBKT7 SIRT2 were identified. Amplify positive clones from yeast cells for DNA sequencing and perform BLAST alignment analysis with sequences from the GenBank database. Identify positive cloned genes screened from SD-TLH + 5 mM 3AT plates. Dilute the positive clone transformants with sterile water and point them to SD-TL, SD-TLH + 5 mM 3AT, SD-TLHA + 5 mM 3AT, and SD-TLHA + 5 mM 3AT + X, respectively-α- Gal defect plate, incubated at 30 ℃ for 3–4 days.

### Detection of enzyme activity and content

Enzyme activity was detected using a Lacate Dehydrogenase Activity Assay Kit or a Pyruvate kinase Assay Kit (Solarbio Science and Technology, Beijing, China), following the manufacturer’s instruction. According to the ratio of the number of cells to the volume of the extracted liquid is 500 ~ 1000:1, ultrasonic crushing, standing for 30 min, 8000 g, centrifugation at room temperature for 10 min, and the supernatant is taken and tested according to the instructions; According to the ratio of liver tissue mass to the volume of extracted fluid is 1:5 ~ 10, the homogenize in an ice bath, stand for 30 min, 8000 g, centrifuge at room temperature for 10 min, and take the supernatant for testing. For detection of pyruvate content and lactate content, the content was detected using a Pyruvate Content Assay Kit or a Lactic Acid Content Assay Kit (Solarbio Science and Technology, Beijing, China), following the manufacturer’s instruction.

### Statistics

Statistical analyses were performed using GraphPad Prism 8.0 software (Chicago, IL, USA). Data are expressed as mean ± SD. Except where indicated, statistical significance was analyzed using two-tailed Student’s t-test and differences were considered statistically significant at *P* < 0.05.

## Results

### Sirt2 deficiency disrupts liver function and induces insulin resistance and reprogramming of glucose metabolism

The prevalence of obesity and T2DM has increased at an epidemic rate, a trend that continues unabated today [27]. Sirt2 inhibits T cell metabolism by targeting glycolysis, the tricarboxylic acid cycle, and fatty acid oxidation and other key enzymes to inhibit T cell metabolism, and T cells from Sirt2-deficient mice exhibit increased glycolysis and oxidative phosphorylation [28]. Therefore, we focused on Sirt2. We applied CRISPR-Cas9 technology to construct *Sirt2* knockout mice, and immunoblot analysis of mouse livers confirmed the absence of Sirt2 protein in *Sirt2*^*-/-*^ mice (Fig. S1A and 1B).

**Fig. 1:**
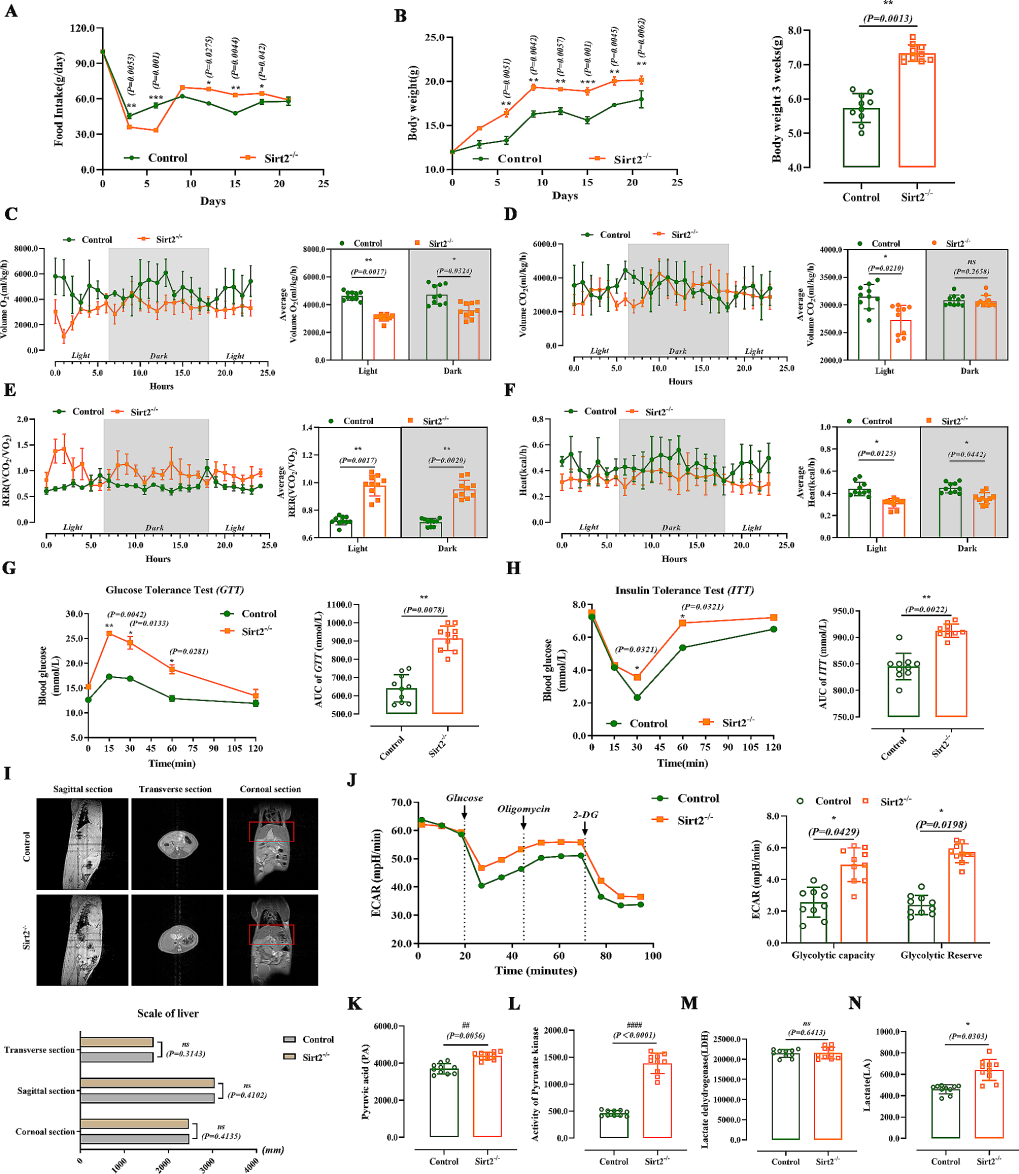
Sirt2 deficiency disrupts liver function and induces insulin resistance and reprogramming of glucose metabolism. **(A)** Food intake of mice in the control (*n* = 10/group) or *Sirt2*^*−/−*^ (*n* = 10/group) group at 8 weeks of normal feeding. **(B)** BW and weight change of mice in the two groups. (C-F) VO_2_**(C)**, VCO_2_**(D)**, respiration exchange ratio (RER) **(E)**, heat production **(F)** of control or *Sirt2*^*−/−*^ group (*n* = 6/group). **(G and H)** Blood glucose levels in control or *Sirt2*^*−/−*^ mice after 3 weeks of intensive feeding in GTT (G, left) and ITT (H, left) assays and the AUC of GTT (G, right) and ITT (H, right) assays were calculated (*n* = 6/group). **(I)** MRI of sagittal, transverse, and coronal sections of the liver (*n* = 6/group). **(J)** Extracellular acidification rate (ECAR) was determined by Seahorse XFe24 cell stress test (left). Glycolytic capacity and glycolytic reserve is shown on the right (*n* = 6/group). (K-N) Pyruvate content **(K)**, pyruvate activity **(L)**, lactate dehydrogenase activity **(M)**, and lactic acid content **(N)** were detected with corresponding kits (*n* = 6/group). Data are expressed as mean ± SD. Statistical significance was determined by the two-tailed Student’s *t*-test. ^*^P < 0.05; ^**^P < 0.01; ^***^P < 0.001; ns, not significant

To clarify the effect of *Sirt2* knockout on the energy metabolic processes in mice, *Sirt2*^*-/-*^ mice and controls were fed a normal diet from birth. We examined the basal indicators of food intake and body weight in both groups, and *Sirt2* knockout significantly increased the food intake (Fig. 1A) and body weight (Fig. 1B). This change in body weight may be achieved through increased energy intake, and we hypothesized that the effect of Sirt2 on body weight may also be due to reduced energy expenditure [29]. Therefore, we used metabolic cages and found that caloric consumption, VO_2_, VCO_2_, and heat were significantly lower in both groups of mice during the dark and light periods (Fig. 1C to F), and the RER was significantly higher, suggesting that knockout of *Sirt2* limited the energy consumption of the organism and that intake was greater than consumption, consistent with our hypothesis. This indicated that *Sirt2* knockout promoted primary obesity in mice. Therefore, we performed a glucose tolerance test (GTT) and insulin tolerance test (ITT) on *Sirt2*^*-/-*^ and control mice [30], and found that glucose tolerance and insulin resistance were more severe in *Sirt2*^*-/-*^ mice (Fig. 1G H); *Sirt2*^*-/-*^ mice also showed a slower decline and faster rebound of blood glucose, which implies possible insulin resistance. The report also indicated that liver-specific Sirt2 deficiency promoted insulin resistance, hepatic steatosis, and inflammation, while liver-specific Sirt2 overexpression reversed metabolic dysfunction [31]. Insulin resistance is closely associated with hepatic steatosis, nonalcoholic steatohepatitis [14]. In the present experiment, serum ALT and AST were increased in *Sirt2*^*-/-*^ mice, ALB levels were significantly lower, and there was a trend but no difference in TC elevation (Fig. S1D). ALT and AST were the most commonly used indicators to diagnose abnormal liver function [32]. These results suggested that knockout of *Sirt2* affected liver function in mice. Magnetic resonance examination is better for the diagnosis of substantial abdominal organs, especially liver diseases [33]. Our MRI results showed no significant difference in liver size between control and *Sirt2*^*-/-*^ mice (Fig. 1I and Fig. S1C), suggesting *Sirt2* knockout may not temporarily cause liver carcinogenesis, but had an effect on the physiological function of the liver [34]. However, the possible involvement of Sirt2 in the development of hepatocellular carcinoma was determined. Pathological examination revealed that the liver structure of *Sirt2*^*-/-*^ mice was loose. Analysis of the liver lobules by transmission electron microscopy (TEM) showed that the mitochondria in the livers of normal mice were regular in shape, mostly round or oval, and arranged neatly while in the *Sirt2* knockout mice, the mitochondrial structure was destroyed: mitochondria were deformed, cristae were broken, and the number was somewhat reduced (Fig. S1H). We found that *Sirt2* knockout aggravated the accumulation of reactive oxygen species (ROS) by dihydroethidium (DHE) staining, which showed increased red fluorescence, suggesting oxidative damage had occurred (Sup. Figure 1I). Increased apoptosis was observed by TUNEL staining (Fig. S1J). Overall, *Sirt2* knockout disrupted normal function.

To investigate why *Sirt2*^*-/-*^ mice were prone to metabolic problems, we next examined the extracellular acidification rate (ECAR) by Seahorse, a real-time assay of cellular bioenergetic metabolism [35], and found that *Sirt2* knockout increased glycolytic capacity (Fig. 1I). Recent studies have shown that SIRT2 in human stem cells regulated metabolic reprogramming during induction of pluripotency by targeting glycolytic enzymes [36, 37]. Knockout of *Sirt2* resulted in increased glycolysis. MicroRNA (miR)-200c-5p specifically targets SIRT2, downregulating its expression and enhancing acetylation of glycolytic enzymes and glycolysis, thereby promoting cell reprogramming [38]. By assaying pyruvate kinase enzyme activity, pyruvate content, lactate dehydrogenase activity, and lactate content in the glycolytic pathway, we found that *Sirt2* knockout increased pyruvate kinase activity, increased pyruvate content, and increased lactate content, with no significant change in lactate dehydrogenase (LDH) activity (Fig. 1K to N). Together, these results suggested that Sirt2 deletion affected liver function and that mice developed insulin resistance and induced reprogramming of glucose metabolism.

### Sirt2 induces deacetylation of K135 of PKM2 in a H187 site-dependent manner

To further investigated how Sirt2 regulates glucose metabolism disorder effects, we screened the proteins that interact with Sirt2 by yeast two-hybrid assay (Fig. 2A), and combined with the results of immunoprecipitation tandem mass spectrometry analysis, we found that PKM2, a key rate-limiting enzyme of the glycolytic pathway, had a reciprocal relationship with Sirt2 (Fig. 2B). Relevant studies on the association between Sirt2 and PKM2 are limited. Tandem mass spectrometry LC-MS/MS further confirmed these results and revealed that Lys135 (K135) was the major acetylation site of PKM2 (Fig. 2C and D); K135 was also an unreported acetylation site of PKM2. Previous studies have focused on deacetylation of SIRT2 at Lys 305 (K305) [39]. Notably, we previously identified Lys135 (K305) of PKM2 as a ubiquitination modification site. Through preliminary bioinformatics analysis, we found that K305 of PKM2 was highly conserved [40] and homologous in many species (Fig. 2E). To identify the protein structural domains of Sirt2 involved in PKM2 interactions, we performed molecular docking analysis (Fig. 2F and G). To investigate whether PKM2 interacted with Sirt2, we confirmed the in *vivo* interaction between Sirt2 and PKM2 in AML12 cells by endogenous co-immunoprecipitation (Co-IP) assay (Fig. 2H). In addition, we expressed Flag-PKM2 and HA-Sirt2 plasmids in HEK293T cells and performed pull-down assays, and observed PKM2-Sirt2 interaction (Fig. 2I). Immunofluorescence staining showed that Sirt2 and PKM2 co-localized in the cytoplasm, and similar results were obtained after co-transfection of HA-Sirt2 and Flag-PKM2 into HEK293T cells (Fig. 2J). To further determine the binding of Sirt2 to PKM2, we mutated K135 to glutamine (Q) and arginine (R), where glutamine mimics acetylated lysine and arginine mimics deacetylated lysine [41]. The Flag-tagged PKM2 wild-type and mutant plasmids were co-transfected with the HA-tagged Sirt2 plasmid into HEK293T cells, and the pull-down experiments showed that the binding of PKM2 to Sirt2 increased with the K135Q mutation, while the binding of HA to Flag decreased with the K135R mutation (Fig. 2K). Next, we mutated histidine 187 (H187) at the Sirt2 functional site to alanine (A) to make Sirt2 deficient in deacetylation [42], and found that the binding of dysfunctional Sirt2 increased with wild-type PKM2 (Fig. 2L), suggesting that K135 of PKM2 was modified by acetylation and Sirt2 was a deacetylase of PKM2. Sirt2 underwent deacetylation of K135 of PKM2 through a H187-enzyme active site-dependent manner.

**Fig. 2:**
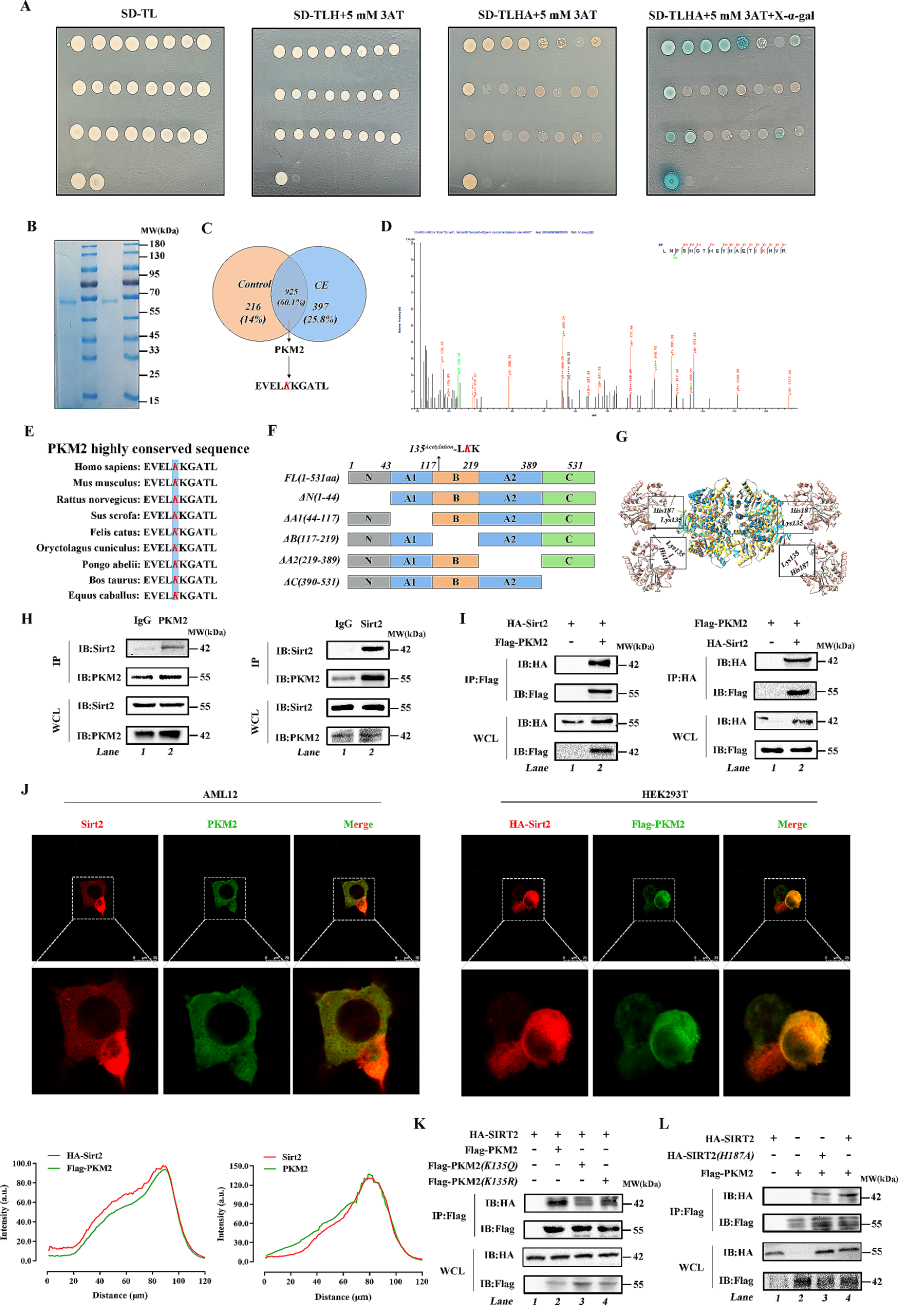
Sirt2 induces deacetylation of K135 of PKM2 in a H187 site-dependent manner. **(A)** Using the *Sirt2* gene constructed into the pGBKT7 vector as bait, a yeast two-hybrid mouse library was screened. After multiple reporter detection of positive clones, DNA sequencing and BLAST analysis, proteins interacting with PGBKT7-Sirt2 were identified. **(B)** Liver tissues of wild-type mice were analyzed by IP-MS. **(C and D)** Acetylation sites were analyzed by mass spectrometry. Venn diagram shows that PKM2 is conjectured as a common factor by acetylation modification omics **(C)**. PKM2 acetylation sites by mass spectrometry analysis **(D)**. **(E)** Sequences around K135 in PKM2 homologs of various species were compared. Acetylated lysine residues at PKM2-K135 are shown in bold red text. **(F)** Schematic diagram of various domain deletions of the PKM2 protein. **(G)** Molecular docking shows the binding domain of human PKM2 and Sirt2. **(H)** Endogenous PKM2 and Sirt2 co-immunoprecipitation using an anti-PKM2 antibody and detected with an anti-Sirt2 antibody (H, left). Endogenous Sirt2 and PKM2 co-immunoprecipitation using an anti-Sirt2 antibody and detected with an anti-PKM2 antibody (H, right). **(I)** Representative immunofluorescence staining of AML12 cells stained with Sirt2 antibody (red) and PKM2 antibody (green) (I, left) and fluorescence binding strength (I, right). Yellow indicates Sirt2 co-localization with PKM2 in AML12 cells (scale bar, 25 μm). **(J)** Co-immunoprecipitation with anti-Flag and anti-HA beads in HEK293T cells expressing HA-Sirt2 and Flag-PKM2 and detected with anti-Flag and anti-HA antibody. **(K)** Representative immunofluorescence staining of HEK293T cells stained with anti-Flag (green) and anti-HA (red) beads (K, left) and fluorescence binding strength (K, right). Yellow indicates HA co-localization with Flag in HEK293T cells (scale bar, 25 μm). **(L and M)** HEK293T cells were co-transfected with Flag-PKM2 (wild type) or Flag-PKM2 (K135Q/R) (mutant) plasmids and HA-Sirt2 was immunoprecipitated using an anti-Flag antibody and detected with an anti-HA antibody **(L)**. HEK293T cells were co-transfected with Flag-PKM2, HA-Sirt2, and HA-Sirt2 (H187Y), immunoprecipitated with an anti-Flag antibody, and detected with an anti-HA antibody **(M)**

### Inhibition of Sirt2 promotes expression of PKM2 and increases glycolytic capacity

We further explored the role of Sirt2 in the deacetylation function of PKM2. Hypoxia has been reported to induce metabolic reprogramming of cells [43]. Therefore, we treated AML12 cells using the hypoxia mimetic cobalt chloride (CoCl2) (100 µmol) to generate a glucose metabolic reprogramming model. Then, a Sirt2 overexpression plasmid was added exogenously with the Sirt2 inhibitor AGK2 (10 µmol). We found that protein expression of PKM2 was reduced more significantly following overexpression of Sirt2 while levels of PKM2 were increased after the addition of AGK2 (Fig. 3A). The qPCR results indicated that overexpression of Sirt2 increased CoCl2-induced PKM2 gene expression in AML12 cells (Fig. 3B). We determined the effect of Sirt2 on mitochondrial oxygen consumption of cells under hypoxia by Seahorse assay and found that the level of oxidative phosphorylation decreased after CoCl2 treatment, but oxidative phosphorylation levels did not change significantly regardless of Sirt2 overexpression or inhibition (Fig. 3C). To clarify this phenomenon, we examined the expression of the components of mitochondrial respiratory complexes, and found that overexpression of Sirt2 was able to significantly inhibit the levels of mitochondrial respiratory chain complexes while inhibition of Sirt2 resulted in a significant increase in the mitochondrial respiratory chain complexes (Fig. 3D). Combined with the OCR results, we speculated that this elevated protein level was due to a compensatory response of the cells in terms of metabolism and function, allowing a new homeostasis to be established in vivo. To demonstrate whether Sirt2 affected lactate production, we also examined the extracellular acid production capacity and pyruvate content versus lactate content in each group of cells and found that inhibition of Sirt2 restored the extracellular acidification capacity (Fig. 3E and F). The above data indicated that inhibition of Sirt2 promoted the expression of PKM2, making its tetrameric form predominant and increasing the anaerobic oxidative capacity of cells.

**Fig. 3:**
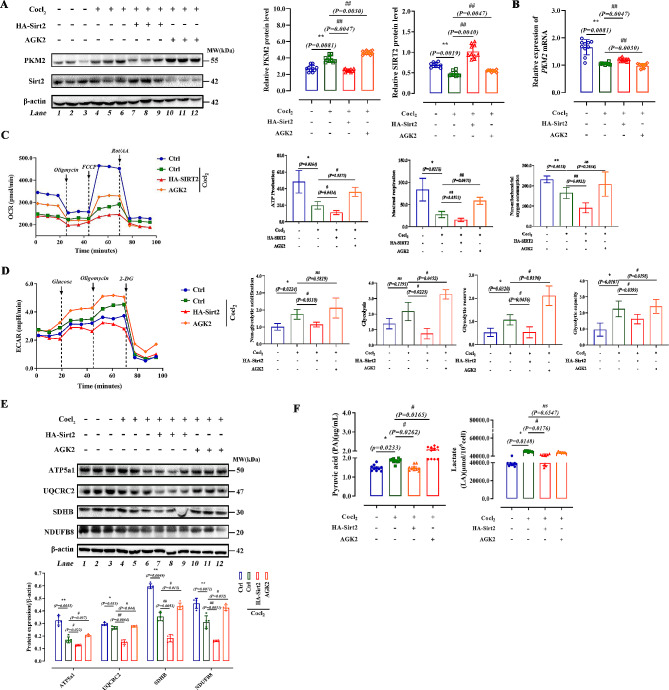
Inhibition of Sirt2 promotes expression of PKM2 and increases glycolytic capacity. **(A and B)** AGK2 and HA-Sirt2 were added to AML12 cells treated with CoCl_2_ (30 µmol) for 10 h. Western blotting of PKM2 and Sirt2 **(A).** Quantitative PCR analysis of PKM2. **(C and D)** Effects of CoCl_2_ on levels of oxygen consumption (OCR) and the extracellular acidification rate (ECAR) of different groups of primary hepatocytes. Levels of OCR **(C)** and ECAR were measured using the Seahorse XFe24 cell stress test **(D)** (*n* = 5/group). **(E)** Expression of ATP5a1, UQCRC2, SDHB, NDUFB8, and β-actin in four AML12 cell groups determined by western blotting. **(F)** Pyruvate acid (PA) content and lactate (LA) content in four AML12 cell groups were detected with the corresponding kit (*n* = 5/group). Data are expressed as mean ± SD. Statistical significance was determined by the two-tailed Student’s *t*-test. ^*^P < 0.05; ^**^P < 0.01; ^***^P < 0.001; ns, not significant

### Deacetylation of K135 of Sirt2 promotes K48-linked ubiquitination-mediated degradation of PKM2

To clarify the mode of regulation of PKM2 by Sirt2, we treated AML12 cells with 10 µM cycloheximide (CHX) for 0, 1, and 4 h. AML12 cells showed significantly reduced PKM2 levels after 4 h of CHX treatment; furthermore, the effect of Sirt2 on PKM2 was proteasome-mediated because 20 µM MG132 completely reversed degradation of PKM2 (Fig. 4A). Significant PKM2 protein degradation was still observed in cells treated with the lysosomal inhibitor chloroquine (CQ) (Fig. 4B). These results suggested that Sirt2 may inhibit degradation of PKM2 by the ubiquitin-proteasome pathway. Because different forms of ubiquitin chains play different roles in regulating protein function [44, 45], we transfected Flag-PKM2 expression plasmids into HEK293T cells together with a ubiquitin plasmid containing only a single lysine residue. We found that PKM2 had the highest level of ubiquitination at K48 in the CoCl2 construct model (Fig. 4C). We thus constructed a plasmid with mutation of the K48 site (K48R) to reduce the degree of ubiquitination (Fig. 4D). Mutation of K48 largely reduced ubiquitination of PKM2. We next examined acetylation and ubiquitination levels of PKM2, and we found that, by immunoprecipitation, acetylation of PKM2 could inhibit ubiquitination (Fig. 4E-H). We then mutated H187 of Sirt2 to tyrosine (Y), which resulted in impaired deacetylation and an increase in acetylation and a decrease in ubiquitination (Fig. 4I and J). Cotransfection of the total ubiquitin plasmid with wild-type and mutant PKM2 plasmids into HEK293T showed that mock deacetylation of K135 of PKM2 increased ubiquitination of PKM2 (Fig. 4K). These data suggested that deacetylation of K135 of PKM2 by Sirt2 promoted K48 ubiquitin chain-mediated degradation and thus inhibited protein stability.

**Fig. 4:**
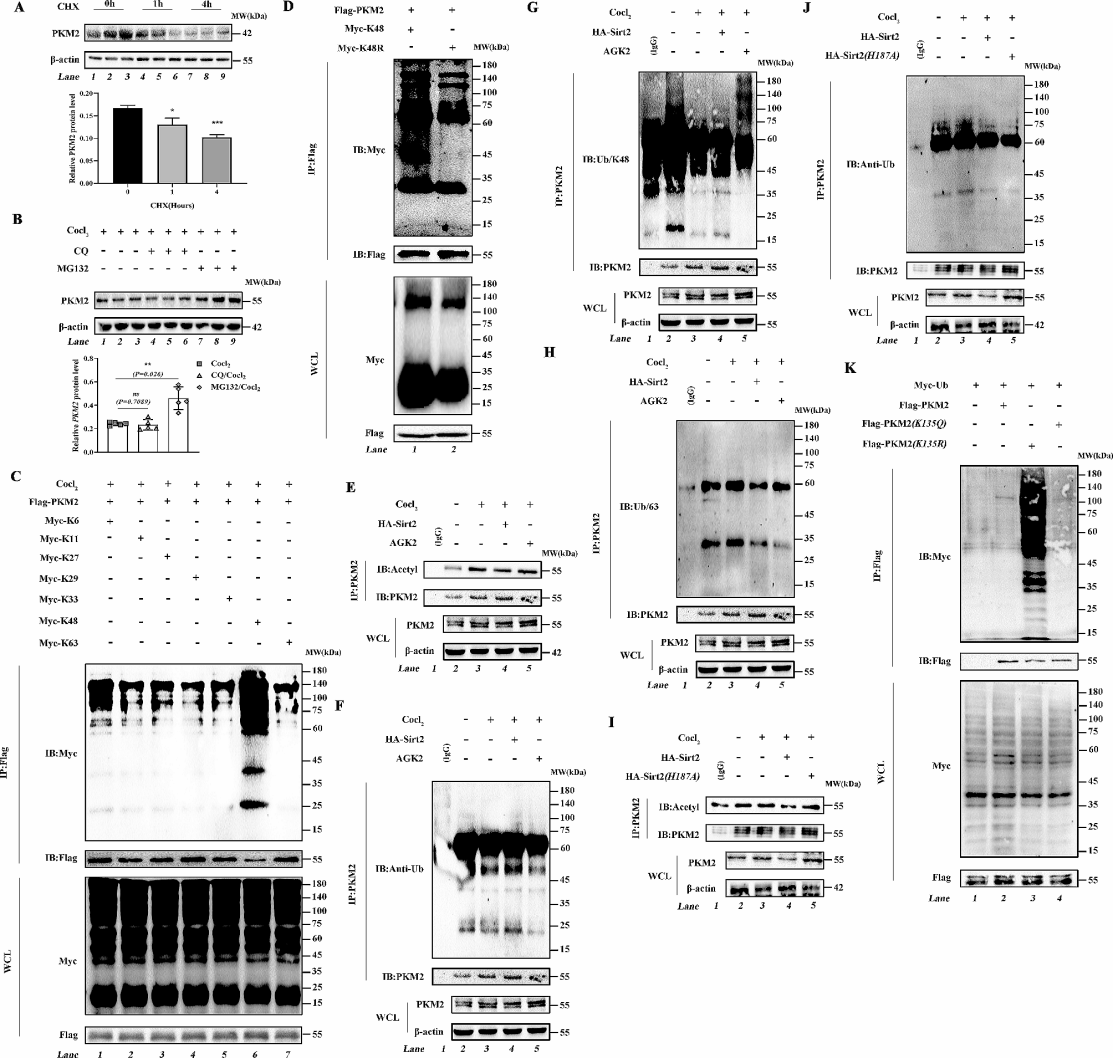
Deacetylation of K135 of Sirt2 promotes K48-linked ubiquitination-mediated degradation of PKM2. **(A)** PKM2 protein stability time course in AML12 cells following treatment with 100 µg/mL CHX for the indicated times. **(B)** AML12 cells after 10 h pretreatment with CoCl_2_ (30 µmol), and treatment with MG132 (10 µmol) for 2 h and CQ (25 µmol) for 2 h. Western blotting was used to assess protein levels of PKM2. **(C)** Flag-WT-PKM2 plasmid was transfected into HEK293T cells with different plasmids including K6, K11, K27, K29, K33, K48, and K63. Lysates were immunoprecipitated with anti-Flag antibody and blotted with anti-Myc antibody. **(D)** Flag-WT-PKM2 plasmid was transfected into HEK293T cells with different plasmids including K48 and K48R. Lysates were immunoprecipitated with anti-Flag antibody and blotted with anti-Myc antibody. **(E–H)** Co-immunoprecipitation experiments of control, CoCl_2_, CoCl_2_/AGK2, and CoCl_2_/HA-Sirt2 cells using an anti-PKM2 antibody for IP and anti-acetyl-lysine **(E**), anti-ubiquitin **(F)**, anti-K48-linked ubiquitin chain **(G)**, and K63-linked ubiquitin chain **(H)** antibodies for immunoblotting. **(I and J)** After 10 h pretreatment with CoCl_2_, Co-IP experiments of AML12 cells expressing HA-Sirt2 or mutant plasmid (HA-Sirt2/H187Y) were performed using an anti-PKM2 antibody for IP and anti-acetyl-lysine **(I)** and anti-ubiquitin (J) antibodies for immunoblotting. **(K)** Myc-ubiquitin plasmid was transfected into HEK293T cells expressing Flag-PKM2, Flag-PKM2(K135Q), and Flag-PKM2(K135R) plasmids. Lysates were immunoprecipitated with anti-Flag antibody and blotted with anti-Myc antibody. Data are expressed as mean ± SD. Statistical significance was determined by the two-tailed Student’s *t*-test. ^*^P < 0.05; ^**^P < 0.01; ^***^P < 0.001; ns, not significant

### Knockdown of Sirt2 disrupts liver function in mice under metabolic stress

Using in vitro experiments, we initially clarified the role of Sirt2 in glycolysis. To further investigate the effect of Sirt2 on liver glycolysis in mice, we constructed *Sirt2* knockout mice. Chronic cold exposure (CE) was applied to wild-type and *Sirt2*^*-/-*^ mice to construct a metabolic stress model and mobilize energy in vivo. By metabolic cage assay we found that oxygen consumption (VO_2_) and carbon dioxide production (VCO_2_) were significantly higher in the CE group during both daytime and dark periods, with no change in respiratory function exchange ratio (RER) (Fig. 5A), consistent with previous results [46]. The same was true for *Sirt2*^*-/-*^/CE group mice. In addition, CE significantly promoted caloric consumption in both control and *Sirt2*^*-/-*^ group mice. Treatment significantly increased the food intake and body weight of mice in the control and *Sirt2*^*-/-*^groups (Fig. 5B), suggesting that external stress may have contributed to weight gain by reducing energy metabolism in mice, which was exacerbated by *Sirt2* knockout. We performed anatomical morphological assessment of the mouse liver; no significant change in liver size and liver to body weight ratio was observed (Fig. 5C). Histological analysis (hematoxylin and eosin and Masson staining) showed that the liver structure of WT mice was loosened by cold stimulation, and knockdown of Sirt2 led to more severe structural destruction of the liver, as shown by the unclear structure of liver lobules and occasional cellular infiltration, suggesting abnormal liver function (Fig. 5D and E). TEM showed that cold aggravated mitochondrial structure after Sirt2 knockdown; mitochondrial cristae were broken and reduced in number (Fig. 5F). Cold significantly increased serum AST and ALT levels and significantly decreased serum ALB levels in control group mice; and these indicators were also significant in *Sirt2*^*-/-*^ mice while cholesterol levels did not show significant changes in the four groups (Fig. 5G). Taken together, the results suggested that Sirt2 severely affected external cold stimulation on mouse liver function, and we speculated that this also exacerbated the metabolic burden on glucose metabolism in the liver in a cold environment.

**Fig. 5:**
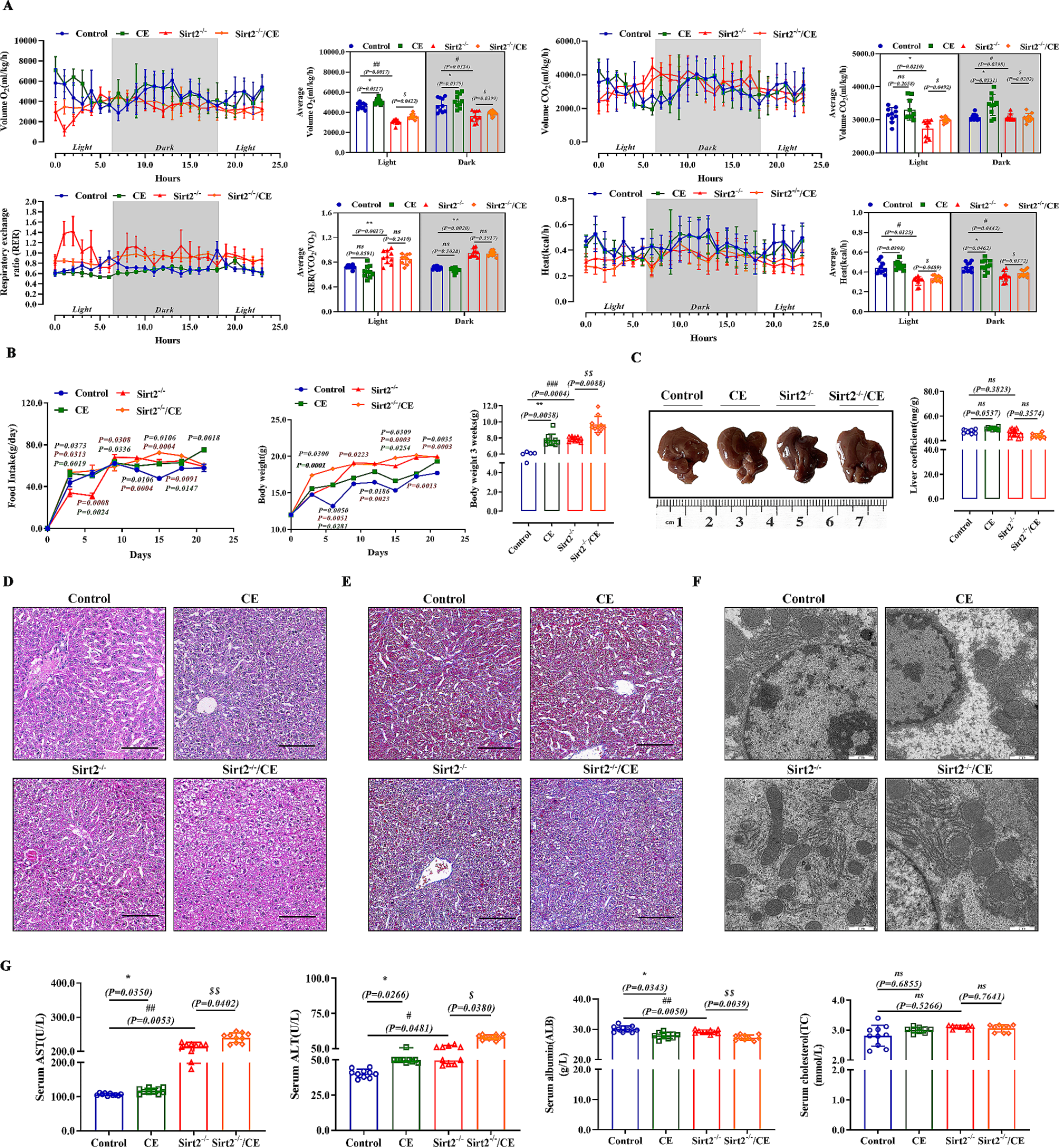
Knockdown of Sirt2 disrupts liver function in mice under metabolic stress. *Sirt2*^*-/-*^ and WT mice aged 5 weeks were divided into four groups (Control, CE, *Sirt2*^*-/-*^, and *Sirt2*^*-/-*^/CE) and fed diets for 3 weeks. **(A)** VO_2_, VCO_2_, respiration exchange ratio (RER), and heat production of each group (*n* = 6/group). **(B)** Food intake of mice and body weight (BW) and weight change of mice in each group (*n* = 10/group) after 8 weeks of normal feeding. **(C)** Representative images and liver-to-body weight ratios. **(D-F)** Representative H&E **(D)** and Masson **(E)** staining, and TEM **(F)** images of liver sections. **(G)** Serum AST, ALT, ALB, and TC levels (*n* = 10/group). Data are expressed as mean ± SD. Statistical significance was determined by the two-tailed Student’s *t*-test. ^*^P < 0.05; ^**^P < 0.01; ^***^P < 0.001; ns, not significant

### Metabolic stress exacerbates the effects of Sirt2 deletion on metabolic reprogramming

Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis showed differences in multiple pathways including glycolysis, tricarboxylic acid (TCA) cycle, and oxidative phosphorylation (Fig. 6A). During glycolysis, we found elevated levels of some major metabolites in the CE and *Sirt2*^*-/-*^ groups, such as glucose 6-phosphate (glucose-6p), fructose 6-phosphate (frucotose-6p), PEP, and pyruvate. In addition, the *Sirt2*^*-/-*^/CE group exhibited higher levels of metabolites. Lactate levels showed the same trend as other metabolites. Elevated levels of glucose, pyruvate, and lactate not only maintained the energy required by the body, but also produced large amounts of the metabolite pyruvate, indicating an enhanced anaerobic glycolytic process and metabolic reprogramming. The primary metabolites of the TCA cycle showed a consistent trend with glycolytic products (Fig. 6B). The levels of mitochondrial respiratory complexes were significantly increased in both CE and *Sirt2*^*-/-*^ groups (Fig. 6C). 

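Liver RNA from 20 mice was sequenced as 1 library per mouse, with 5 mice in each of the Control, CE, Sirt2-/- and Sirt2-/-/CE groups. The mice of the CE and Sirt2-/-/CE groups had been kept at 4 °C for 3 h per day for 3 weeks. The labels give no sequencing batch, date or lane, and the replicate numbers run from 1 to 20 over the 4 groups. The authors deposited the number of reads counted on each gene in each mouse, without normalization. Beside each count they deposited an FPKM value, which scales the fragments of a gene to its length and to the depth of the library. The paper's text names neither the aligner, the counting tool nor the genome build, and its general statement on statistics does not say how P values were adjusted over many genes. The table lists 45306 genes, of which 43339 carry an Ensembl identifier and 1967 are genes that the authors predicted outside the annotation. Total counts per mouse ranged from 44222098 to 53917339 in the Control group, with a median of 50975739. They ranged from 35499796 to 47889475 in the CE group (median 40627312), from 36004846 to 42142304 in the Sirt2-/- group (median 36523818) and from 39085263 to 44030198 in the Sirt2-/-/CE group (median 42637196). Among the 190 pairs of libraries, none was alike within sampling noise. The lowest median chi-square over genes was 4.35, between Control replicates 1 and 2, and noise alone would give 0.455. Counts were scaled by edgeR's TMM method, and the 15616 genes that passed edgeR's filter on low counts were tested. The quasi-likelihood test of edgeR (two-sided) was fitted to all 20 libraries with the group as the only term, and its p-values were adjusted over all genes tested by the Benjamini-Hochberg method. A gene was called changed at an adjusted p under 0.05, with no threshold on its fold change. On simulated counts of 15326 genes of which 200 were changed, this test recovered 70% of the changed genes, and 2.1% of its calls were false. It recovered 48% of the genes changed by a log2 fold change of 1 and 92% of those changed by 2. The simulated genes were drawn independently in a single run, without shifts shared by many genes of a mouse. These rates may therefore not hold for the real counts. For a list of genes, log2 CPM (counts scaled to library size, prior count 2) were centred on each gene's mean over the 20 libraries and averaged over the list in each mouse. The mouse values of a pair of groups were then compared by an exact two-sided permutation test over its 252 splits, which cannot give a p below 0.0079, and the p-values of lists were adjusted over 21 tests, so that a single list at this smallest p could not pass the adjustment by itself.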

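Sirt2, the targeted gene, had 42.3 ± 1.3 CPM (SD, n = 5 mice) in the Control group and 46.6 ± 6.08 CPM in the CE group. It had 22.0 ± 5.01 CPM in the Sirt2-/- group and 21.6 ± 3.42 CPM in the Sirt2-/-/CE group, so that 51.9% and 46.3% of the level in the Control and CE groups remained. The highest of the 10 knockout mice had 27.5 CPM and the lowest of the 10 wild-type mice had 40.2 CPM. The log2 fold change of Sirt2 was -0.94 between Sirt2-/- and Control (standard error 0.15, adjusted p = 0.0145 from edgeR's quasi-likelihood test, lower in 5 of 5 mice). Between Sirt2-/-/CE and CE it was -1.11 (standard error 0.15, adjusted p = 0.0043 from the edgeR test, lower in 5 of 5 mice). Fitting only the 2 groups compared moved the latter most, to an edgeR adjusted p of 0.0848, in a range from 1.22e-08 to 0.0848 over 3 alternatives. Between CE and Control, the log2 fold change of Sirt2 was 0.14 (standard error 0.15, adjusted p = 0.805 from the edgeR test), which is within the spread between mice. Across all genes, 139 were changed between Sirt2-/- and Control, 60 of them higher and 79 lower in Sirt2-/-, and 2329 had an unadjusted p under 0.05. This count was 5 without Control replicate 2 and 375 without Sirt2-/- replicate 13, and of the alternatives, limma voom with sample quality weights raised it most, to 906, and scaling by library size only raised it to 419, 330 higher and 89 lower. With a score of the circadian clock in each mouse as a covariate, which was chosen after the data were seen, it was 0, with 1135 genes at an unadjusted p under 0.05. Sirt2 itself was then no longer called. Between CE and Control, 1 gene was changed and 1674 had an unadjusted p under 0.05; the count of changed genes was 0 without Control replicate 1 and 68 without Control replicate 4, and it was 188 with DESeq2 and 540 with limma voom. That gene was 3110082I17Rik (ENSMUSG00000053553), which fell by 1.76 on the log2 scale in CE (standard error 0.26, adjusted p = 0.0191 from the edgeR test, 5 of 5 mice). It was also lower than in Control in Sirt2-/- without cold, with a log2 fold change of -1.18 (edgeR adjusted p = 0.039). In Sirt2-/-/CE its log2 fold change from Control was -1.68 (edgeR adjusted p = 0.0169), so its fall was not confined to cold exposure. It shares 361 of its 2885 exon bases with C130050O18Rik on the other strand, and whether the counting used strand is not stated. Between Sirt2-/-/CE and Control, 19 genes were changed, 9 higher and 10 lower, and 1744 had an unadjusted p under 0.05, with 0 of them left without Control replicate 1 and 67 found without Control replicate 4, 237 with DESeq2 and 340 with limma voom. Between Sirt2-/-/CE and CE, 2 genes were changed, Sirt2 and Atp11a, with 951 at an unadjusted p under 0.05; the count was 1 without CE replicate 8 and 6 without CE replicate 6, and 31 with DESeq2. Atp11a (ENSMUSG00000031441), which was singled out after its values were seen, fell by 2.10 on the log2 scale (standard error 0.32, adjusted p = 0.0163 from the edgeR test, 5 of 5 mice). Its mean was 15.2 CPM in Control, 26.9 in CE, 6.7 in Sirt2-/- and 6.2 in Sirt2-/-/CE. Its low level in the knockout was thus not confined to cold exposure, and part of the difference lies in the higher mean of CE. No mouse of one group overlapped the other group in 3.61% of genes between Sirt2-/- and Control and in 3.04% between CE and Control, where chance gives 0.794%. Among the changed genes with a mean of at least 1 FPKM and no overlap between the groups, those with the largest changes in Sirt2-/- were Cyp4a14, the predicted gene Mus_musculus_newGene_931 and Lrfn3 on the higher side, with log2 fold changes of 2.97, 2.15 and 2.03 (standard errors 0.51, 0.45 and 0.42; edgeR adjusted p of 0.0199, 0.0352 and 0.0352). On the lower side they were Tff3, Scd1 and Scara5, with log2 fold changes of -3.63, -2.99 and -2.68 (standard errors 0.66, 0.58 and 0.63; edgeR adjusted p of 0.0234, 0.0311 and 0.0462). In each of these 6 genes, every Sirt2-/- mouse lay on one side of every Control mouse, and only Cyp4a14 kept an adjusted p under 0.05 (0.0319) when the edgeR fit held only the 2 groups compared. The mean of Mus_musculus_newGene_931 was 2.04 CPM in Control, 10.1 in CE and 9.05 in Sirt2-/-, and that of Lrfn3 was 2.0, 6.9 and 8.2. Their means were thus also higher in wild-type mice with cold exposure, though neither was called there. Tff3 had only 3 to 21 counts in a Sirt2-/- mouse.

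**Figure D2:**
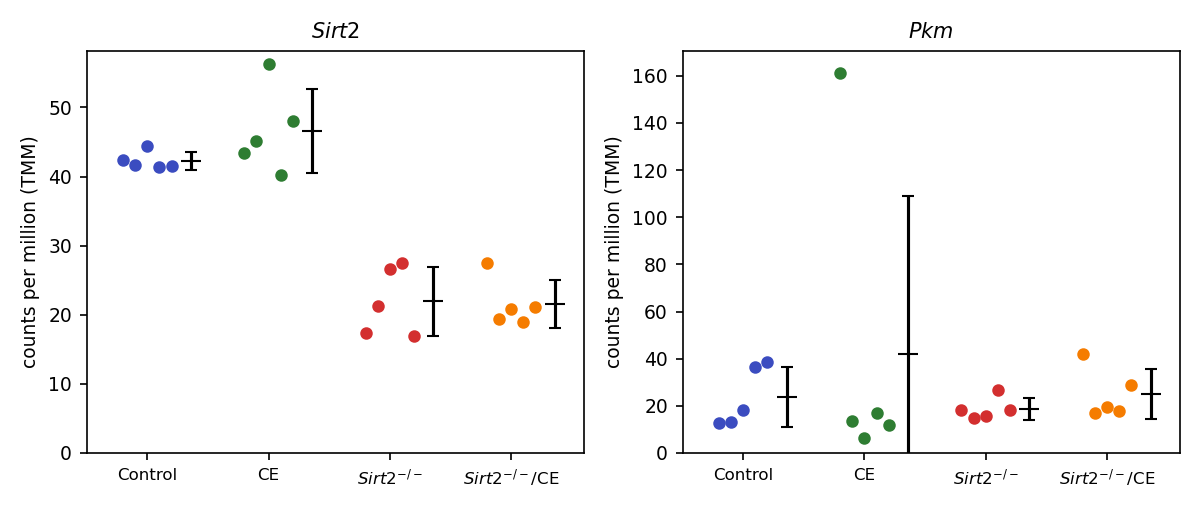
CPM (TMM-scaled) of Sirt2 and Pkm in each mouse of the 4 groups, with the mean ± SD of 5 mice as a black bar; the lower end of the CE bar for Pkm lies under 0 and is not drawn. Sirt2 stays at or under 27.5 CPM in the knockout mice, and 1 CE mouse has 161 CPM of Pkm where the other 19 mice have at most 42.0.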

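The 18 genes of the heat map in Fig. 6D are Gapdh, Pgd, Pgk1, Ldha, Pkm, Pgls, Aco1, Idh1, Pdk2, Hk2, Pfkp, G6pc, Pck1, Pgam1, Ogdh, Eno1, Aldoa and Sdhb, where Ldha was taken for LDH. The mean log2 CPM of the group was lowest in Sirt2-/- for 11 of them and in Control for 4, and it was highest in Sirt2-/-/CE for 9. By this mean, Control lay below CE in 7 genes, below Sirt2-/- in 7 and below Sirt2-/-/CE in 12, while by the fold change fitted in edgeR it lay below them in 11, 8 and 12. No gene of the list was changed at an adjusted p under 0.05 in the 4 comparisons between CE, Sirt2-/- and Sirt2-/-/CE and their references, whether over all genes tested or adjusted over the list alone. At an unadjusted p under 0.05 there were 1 gene between CE and Control, 4 between Sirt2-/- and Control, 1 between Sirt2-/-/CE and Sirt2-/- and 0 between Sirt2-/-/CE and CE. Because the list was chosen by the study on these same mice, the adjustment over the list alone is not independent evidence. Pgam1 rose with a log2 fold change of 0.28 in CE and 0.26 in Sirt2-/- against Control (standard error 0.12 for both, adjusted p = 0.43 and 0.325 from the edgeR test). Pdk2 fell by 0.45 on the log2 scale in Sirt2-/- (standard error 0.17, adjusted p = 0.208 from the edgeR test), and without Sirt2-/- replicate 13 it fell by 0.65, with an adjusted p of 0.0227 from that test. Ldha had a log2 fold change of 0.32 in CE (standard error 0.21, adjusted p = 0.645 from the edgeR test), which was 0.14 without CE replicate 8 and 0.51 without Control replicate 3. Pkm (ENSMUSG00000032294), which encodes PKM2 and the other isoforms counted together, had a log2 fold change of 0.82 in CE (standard error 0.64, adjusted p = 0.71 from the edgeR test). Without CE replicate 6, which had 161 CPM, its log2 fold change in CE was -0.96. The counts of Gapdh (ENSMUSG00000057666) are uncertain, because 79 annotated genes match it at 95% identity or more over at least 150 bases, and the 73 of them in the table held 92.5% to 97.6% of the counts of the family. Near-identical genes held 3.27% to 5.53% of such counts for Pgk1, 4.08% to 5.9% for Pgam1 and 6.07% to 12.2% for Eno1. Pgls shares 776 of 3770 exon bases with Fam129c on the same strand. Pkm shares 767 of 5001 exon bases with Gm49759 on the same strand, and Pfkp shares 748 of 13401 with Pitrm1 on the other strand. Pitrm1 held 82.8% to 95% of the counts of Pfkp and Pitrm1 together. Averaged over the list, the mouse values in Sirt2-/- were 0.20 lower than in Control on the log2 scale (a difference of -0.20, exact permutation p = 0.0159, adjusted p = 0.222), with 0 of 5 mice above the Control mean. In CE the difference from Control was -0.02 (exact permutation p = 0.921, adjusted p = 0.921), 1 of 5 mice lay above the Control mean, and it was -0.11 without CE replicate 6 and 0.02 without CE replicate 9. In Sirt2-/-/CE the difference from Sirt2-/- was 0.25 (exact permutation p = 0.135, adjusted p = 0.399, 5 of 5 mice above the Sirt2-/- mean), and 0.16 without Sirt2-/-/CE replicate 16. From CE it was 0.06 (exact permutation p = 0.69, adjusted p = 0.806, 2 of 5 mice above the CE mean), and it was -0.03 without Sirt2-/-/CE replicate 16 and 0.16 without CE replicate 6. Among the alternatives for the list, camera with its preset correlation moved a call most, giving an adjusted p of 0.0102 between Sirt2-/-/CE and Sirt2-/-, in a range from 0.0102 to 0.5 over 11 alternatives.

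**Figure D3:**
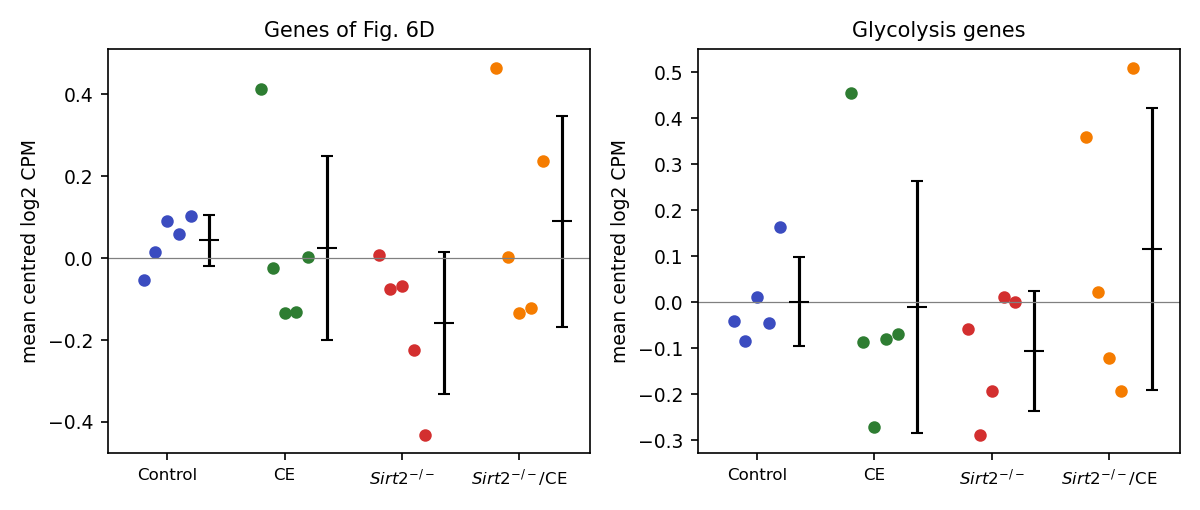
Mean centred log2 CPM of the genes of Fig. 6D and of 23 enzymes of glycolysis, each point 1 mouse and each black bar the mean ± SD of 5 mice. The values of CE replicate 6 (0.41 and 0.46) lie above those of the other 4 CE mice.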

Our RNA sequencing data has been uploaded to the NCBI database with GEO data number GSE229161, and the results indicated that the expression levels of related genes in metabolic pathways showed the same trend as metabolomics (Fig. 6D). GSEA analysis revealed that differential genes were correlated with oxidative phosphorylation process, KEGG pathways were enriched in metabolism-related pathways (Fig. 6E), and pyruvate and lactate contents were consistent with metabolomics results (Fig. 6F). 

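The genes for oxidative phosphorylation were taken as 77 nuclear-encoded subunits of respiratory complexes I to V, listed before the counts were seen, and all 77 passed the filter. Between Sirt2-/- and Control, 72 of these genes were lower and 5 higher, with 8 at an unadjusted p under 0.05 and 0 at an adjusted p under 0.05, over all genes tested or adjusted over the list alone. The mouse values in Sirt2-/- differed from Control by -0.25 on the log2 scale (exact permutation p = 0.0317, adjusted p = 0.222), with 0 of 5 mice above the Control mean. In CE the difference from Control was -0.09 (exact permutation p = 0.254, adjusted p = 0.41, 1 of 5 mice above the Control mean), and it was -0.04 without CE replicate 9 and -0.13 without CE replicate 8. Between Sirt2-/-/CE and Sirt2-/-, 77 of 77 genes were higher, 45 of them at an unadjusted p under 0.05 and 0 at an adjusted p. The difference of the mouse values was 0.35 (exact permutation p = 0.206, adjusted p = 0.399), with 3 of 5 mice above the Sirt2-/- mean, and it was 0.19 without Sirt2-/-/CE replicate 16. Between Sirt2-/-/CE and CE it was 0.19 (exact permutation p = 0.452, adjusted p = 0.633, 2 of 5 mice above the CE mean), and it was 0.02 without the same mouse and 0.28 without Sirt2-/-/CE replicate 18. The mean of the subunits was 0.16 ± 0.48 (SD, n = 5 mice) in Sirt2-/-/CE and -0.19 ± 0.21 in Sirt2-/-, so the difference is smaller than the spread between the mice of the former group. Lists of other genes matched on length, GC content and expression had a median difference of 0.14 between these groups, a check chosen after the data were seen. Part of the difference may therefore not be particular to these subunits. In a preranked gene set enrichment analysis (GSEA) on the signed test statistic, the subunits had an enrichment score of -0.645 and a normalized score of -2.75 between Sirt2-/- and Control. GSEA in this form permutes genes and takes them as independent, while the correlation between these subunits across mice was estimated at 0.782. With that estimated correlation in camera, or with fry, the list had no adjusted p under 0.05 in any comparison, and the lowest in camera was 0.663. The messenger RNAs of the subunits blotted in Fig. 6C all fell in Sirt2-/- against Control, by log2 fold changes of -0.29 for Atp5a1, -0.20 for Uqcrc2, -0.32 for Sdhb and -0.34 for Ndufb8, with 1 (Atp5a1) at an unadjusted p under 0.05 and 0 at an adjusted p in the edgeR test. In Sirt2-/-/CE against Sirt2-/- they all rose, by log2 fold changes of 0.32, 0.19, 0.37 and 0.48 in the same order. Of these, Atp5a1 and Ndufb8 had an unadjusted p under 0.05, and none had an adjusted p under 0.05 in the edgeR test. Uqcrc2 shares 504 of 2552 exon bases with Pdzd9 on the other strand. The 25 enzymes of the TCA cycle and the pyruvate dehydrogenase complex differed by -0.10 between Sirt2-/- and Control (exact permutation p = 0.0317, adjusted p = 0.222, 1 of 5 mice above the Control mean). That direction turned to 0.04 with scaling by library size only and to 0.05 with the authors' FPKM values. In CE the difference of these enzymes from Control was -0.03 (exact permutation p = 0.548, adjusted p = 0.676, 3 of 5 mice above the Control mean), and it was -0.0032 without CE replicate 9 and -0.06 without CE replicate 7. Cytochrome P450 genes stand here for the monooxygenase and heme binding terms named in Fig. 6E, and 54 of the 75 in the table were tested. Over the list, they differed by -0.02 between Sirt2-/- and Control (exact permutation p = 0.778, adjusted p = 0.86, 1 of 5 mice above the Control mean), and the direction turned under 4 alternatives, 1 of them chosen after the data were seen, and to 0.04 without Control replicate 3. Single members moved both ways, with 4 changed over all genes tested and 12 adjusted over the list alone. The 4 were Cyp4a14, Cyp4a31, Cyp2j6 and Cyp2c54, and the last 3 were singled out after their values were seen. Their log2 fold changes were 1.73 for Cyp4a31, -0.94 for Cyp2j6 and -0.90 for Cyp2c54 (standard errors 0.36, 0.16 and 0.21; adjusted p of 0.0352, 0.0199 and 0.0462 from the edgeR test).

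**Figure D4:**
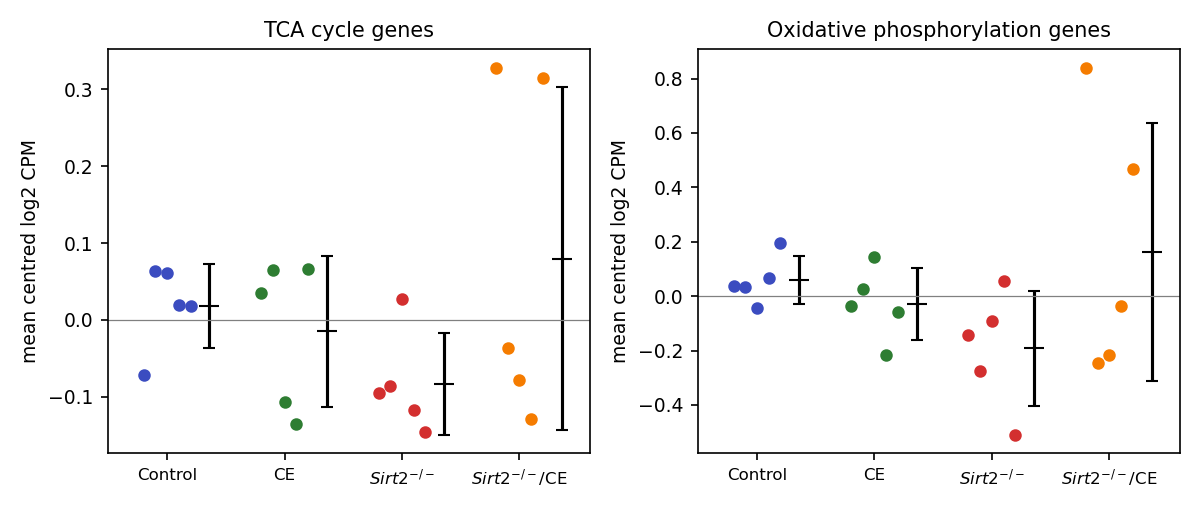
Mean centred log2 CPM of the genes of the TCA cycle and of oxidative phosphorylation, each point 1 mouse and each black bar the mean ± SD of 5 mice. The mice of the Sirt2-/-/CE group run from -0.24 to 0.84 in oxidative phosphorylation and those of the Control group from -0.05 to 0.20.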

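Between Sirt2-/-/CE and Sirt2-/- mice, which differ by cold exposure, 0 of the 15616 genes were changed at an adjusted p under 0.05, and 1132 had an unadjusted p under 0.05. The lowest adjusted p of the edgeR test was 0.473, and the groups did not overlap in 0.743% of genes, about the share that chance gives. DESeq2 in place of edgeR called 7 genes in this comparison. The glycolysis list holds 24 enzymes from glucose to lactate, of which 23 were tested, and 16 of them were higher in Sirt2-/-/CE than in Sirt2-/-, 3 at an unadjusted p under 0.05 and 0 at an adjusted p, over all genes or adjusted over the list alone. Averaged over the list, the difference between Sirt2-/-/CE and Sirt2-/- was 0.22 on the log2 scale (exact permutation p = 0.214, adjusted p = 0.399), with 3 of 5 mice above the Sirt2-/- mean. It was 0.12 without Sirt2-/-/CE replicate 20. In wild-type mice, CE differed from Control by -0.01 (exact permutation p = 0.897, adjusted p = 0.921, 1 of 5 mice above the Control mean) by -0.13 without CE replicate 6 and by 0.05 without CE replicate 8. The knockout without cold differed from Control by -0.11 (exact permutation p = 0.214, adjusted p = 0.399, 1 of 5 mice above the Control mean), a direction that turned with library size scaling (0.03), the median over genes (0.03) and FPKM values (0.02), and that was -0.06 without Sirt2-/- replicate 12. Sirt2-/-/CE differed from CE by 0.13 (exact permutation p = 0.508, adjusted p = 0.667, 3 of 5 mice above the CE mean), by 0.02 without Sirt2-/-/CE replicate 20 and by 0.24 without CE replicate 6. Each of these differences is smaller than the larger SD of the 2 groups compared (0.27 in CE, 0.13 in Sirt2-/- and 0.31 in Sirt2-/-/CE, n = 5 mice). Adjusted over the list alone, Pklr fell by 1.22 on the log2 scale in CE and by 1.25 in Sirt2-/- against Control, and Ldhb rose by 1.42 in Sirt2-/-/CE against CE, both singled out after their values were seen. Over all genes tested, their edgeR adjusted p-values were 0.193, 0.0684 and 0.405, and the standard errors 0.33, 0.33 and 0.32. The TCA cycle genes were 0.16 higher in Sirt2-/-/CE than in Sirt2-/- (exact permutation p = 0.206, adjusted p = 0.399, 4 of 5 mice above the Sirt2-/- mean) and 0.09 higher than in CE (exact permutation p = 0.413, adjusted p = 0.619, 2 of 5 mice above the CE mean). Without Sirt2-/-/CE replicate 16 these differences were 0.10 and 0.03, and the latter was 0.15 without Sirt2-/-/CE replicate 19.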

Taken together, our results suggested that low temperature accelerated the glycolytic process following knockdown of Sirt2. In addition, the CE group showed a high level of PKM2 and *Sirt2* knockout promoted protein levels of PKM2 (Fig. 6G). mRNA levels showed opposite trends as the protein levels (Fig. 6H). Thus, Sirt2 affects protein degradation of PKM2 but has no effect on protein biosynthesis. Finally, we explored the function of Sirt2 in PKM2 deacetylation. By co-immunoprecipitation, we found that acetylation of PKM2 could promote its ubiquitination following CE, and knockdown of Sirt2 further promoted acetylation of PKM2, accelerated its ubiquitination (Fig. 6I), and affected modification through K48-linked ubiquitin chains (Fig. 6J). The above results suggested that metabolic stress exacerbated the effects of Sirt2 deletion on liver function and reprogramming of glucose metabolism.

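Whether cold exposure acted differently in Sirt2-/- and wild-type mice was tested in the liver RNA as the interaction of genotype and CE, which is the change from Sirt2-/- to Sirt2-/-/CE minus the change from Control to CE. Over all 15616 genes, 0 had an adjusted p under 0.05 for the interaction (edgeR's quasi-likelihood test), the lowest was 0.208, and 1303 had an unadjusted p under 0.05. Without Control replicate 4 the count was 2, and with DESeq2 it was 41, of which 32 were positive. For the lists of genes, the interaction was tested on the mouse values by permuting the residuals of the additive model 100000 times, two-sided, over all 20 mice. It was 0.27 on the log2 scale for the genes of Fig. 6D (permutation p = 0.122, adjusted p = 0.399) and 0.23 for the glycolysis genes (permutation p = 0.228, adjusted p = 0.399). For the TCA cycle genes it was 0.20 (permutation p = 0.091, adjusted p = 0.382), and for the oxidative phosphorylation genes 0.44 (permutation p = 0.0666, adjusted p = 0.35). Single oxidative phosphorylation genes had a positive interaction in 77 of 77 cases, 28 at an unadjusted p under 0.05 and 0 at an adjusted p. Without Sirt2-/-/CE replicate 16, the interaction of that list was 0.27 and that of the genes of Fig. 6D was 0.18. The interaction of the glycolysis genes was 0.14 without Sirt2-/-/CE replicate 20 and 0.35 without CE replicate 6. Of the 23 glycolysis genes, 2 had an adjusted p under 0.05 adjusted over the list alone, and 0 did over all genes tested. They were Ldhb, with an interaction of 1.88 (standard error 0.45), and Pklr, with 1.62 (standard error 0.46), both named after their values were seen. From the metabolites, enzymes, liver RNA and PKM2 assays of Fig. 6, the paper proposes that metabolic stress made the effects of Sirt2 deletion on the liver and on glucose metabolism stronger. Its evidence on liver function also includes the histology, electron microscopy and serum measurements of Fig. 5 and the AAV9-Sirt2 mice of Fig. 7. None of these was tested by the interaction in liver RNA.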

**Fig. 6:**
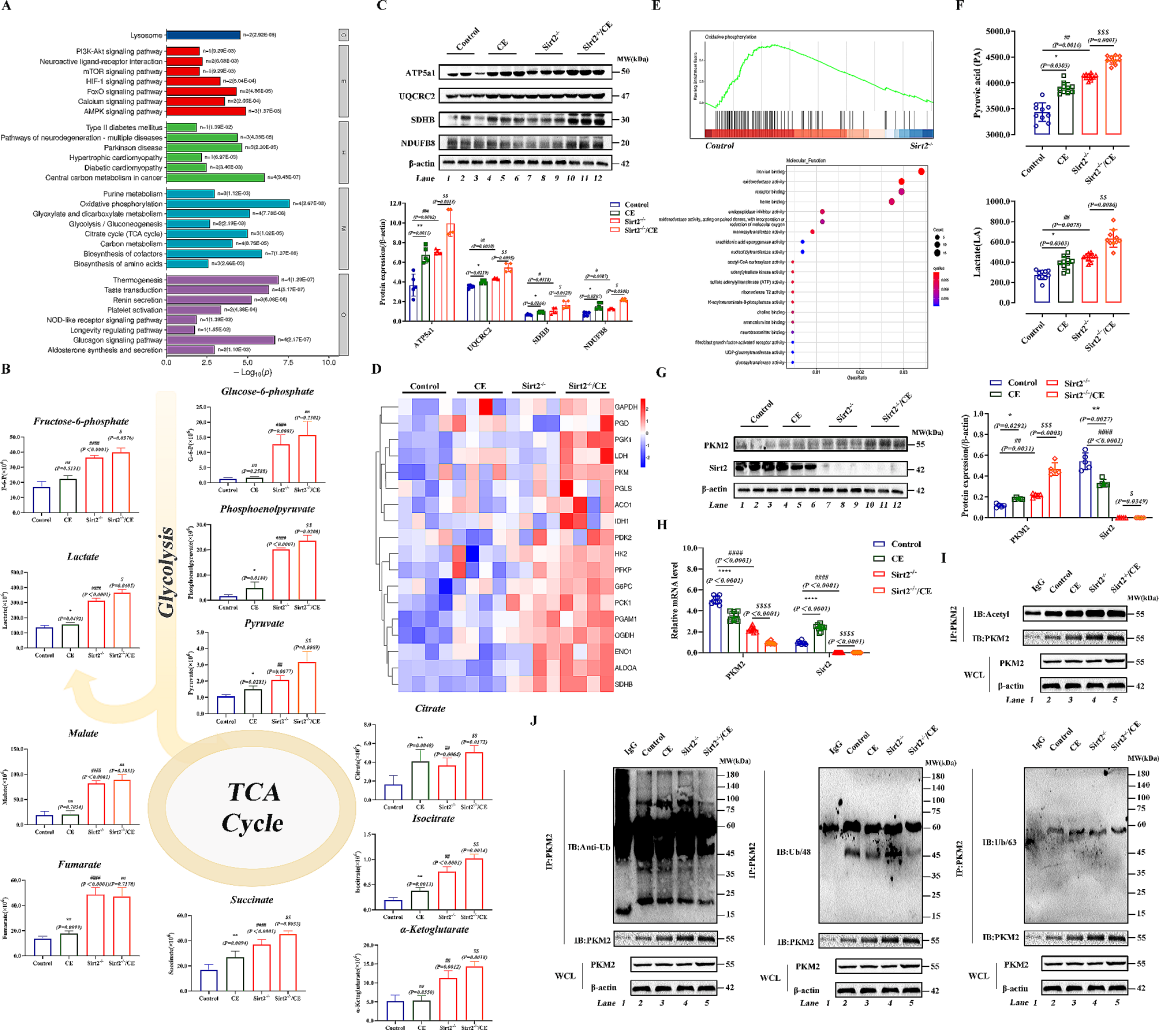
Metabolic stress exacerbates the effects of Sirt2 deletion on metabolic reprogramming. **(A and B)** Relative quantitative analysis of energy metabolites by targeted metabolomics. KEGG analysis was performed for energy metabolites **(A)** and expression levels of the metabolites were detected **(B)**. **(C)** Expression of ATP5a1, UQCRC2, SDHB, NDUFB8, and β-actin in four different groups determined by western blot analysis. **(D)** Heat map of differentially expressed genes of WT and Sirt2 mice upon cold exposure by RNA-sequencing. **(E)** Gene set enrichment analysis (GSEA) and Gene Ontology (GO) functional annotation by RNA-sequencing. **(F)** PA and LA contents were detected with the corresponding kit (*n* = 10/group). **(G)** Western blot analysis of PKM2 and Sirt2. **(H)** Quantitative PCR analysis of PKM2 and Sirt2. **(I and J)** Using an anti-PKM2 antibody for IP and anti-acetyl-lysine **(I)**, anti-ubiquitin (J, left), anti-K48-linked ubiquitin chain (J, middle), and K63-linked ubiquitin chain (J, right) antibodies for immunoblotting. Data are expressed as mean ± SD. Statistical significance was determined by the two-tailed Student’s *t*-test. ^*^P < 0.05; ^**^P < 0.01; ^***^P < 0.001; ns, not significant

### Sirt2 supplementation alleviates the disruption of liver function and metabolic disorders under metabolic stress

Finally, we constructed the AAV9 viral system for validation, we measured the expression level of AAV9 virus in mice by in vivo imaging technology, and the results show that the virus is only specifically expressed in the liver (Fig. 7A). We found that glucose tolerance and insulin resistance were gradually restored following *Sirt2* injection in the knockout mice (Fig. 7B; Fig. S2A), and liver MRI results showed no abnormal liver morphology in the second group of mice (Fig. 7C). We then measured ECAR levels by Seahorse, which showed glycolytic capacity was reduced after Sirt2 supplementation (Fig. S2B), consistent with our previous experimental results. Similarly, we applied cold exposure to mice, and found that supplementation of Sirt2 significantly reduced the feeding and body weight of mice (Fig. 7D and E; Fig. S2C). There was no change in liver size or liver weight ratio in the four groups (Fig. 7F) while the levels of ALT, AST, and ALB were alleviated after supplementation of Sirt2 (Fig. 7G). Histological analysis verified the above results (Fig. S2D). Pyruvate and lactate contents in the AAV-Sirt2 group showed a significant decrease, but the levels increased after cold exposure (Fig. S2E). Protein expression levels of the mitochondrial respiratory chain complex showed a similar trend (Fig. 7H). We examined protein levels of PKM2, and found that the levels of PKM2 in the AAV-Sirt2 group were significantly reduced compared to the *Sirt2*^-/-^ group (Fig. 7I); the gene level showed an opposite trend (Fig. 7J). We verified that Sirt2 regulated the deacetylation function of PKM2, and found that knockdown of Sirt2 with CE promoted acetylation of PKM2 (Fig. 7K), accelerating its ubiquitination via specific K48-linked ubiquitin chains, while acetylation was decreased and ubiquitination was increased after AAV9-Sirt2 injection (Fig. 7L). This validated the previous findings.

**Fig. 7:**
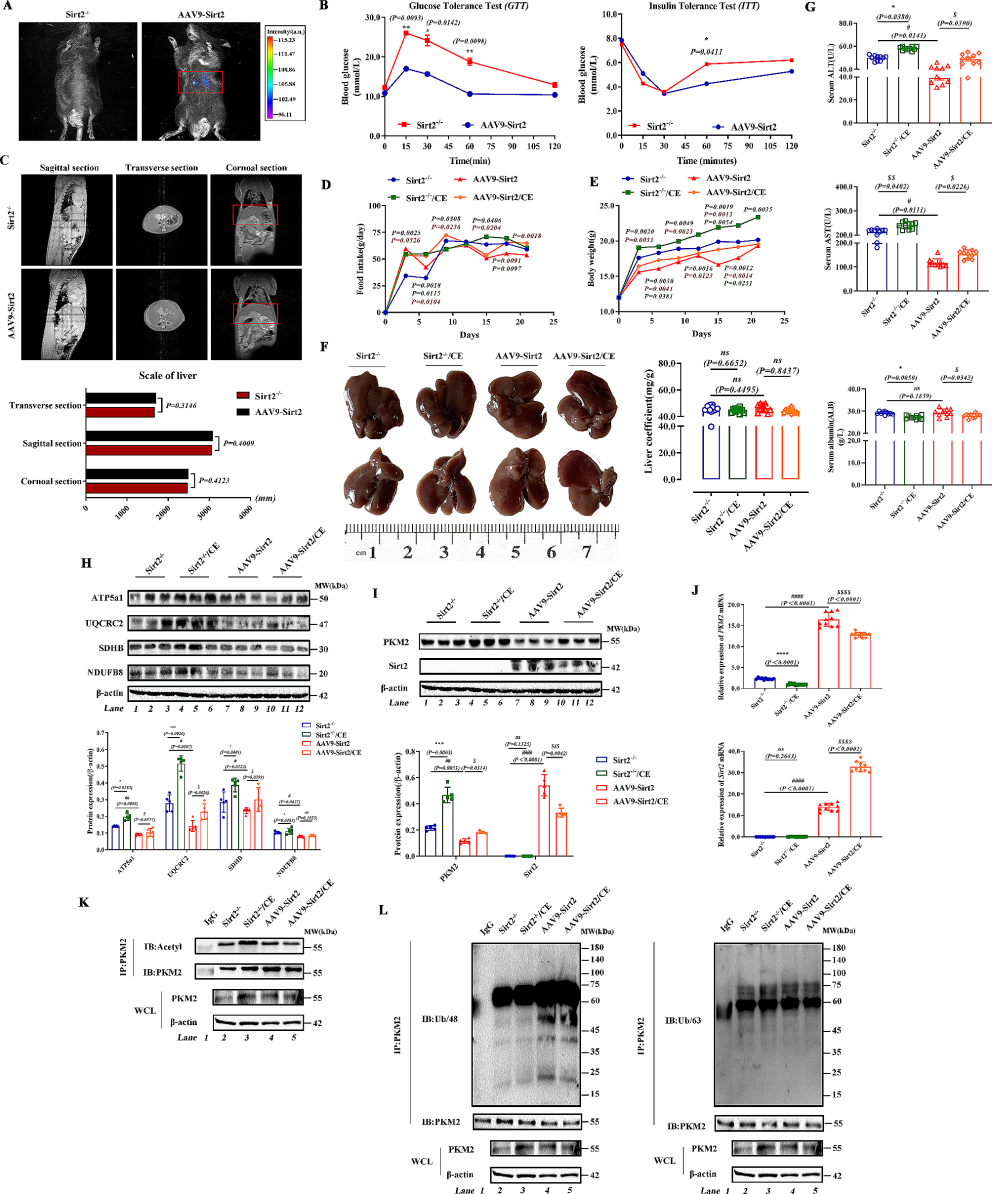
Sirt2 supplementation alleviates the disruption of liver function and metabolic disorders under metabolic stress. *Sirt2*^*-/-*^ mice were injected with the liver specific adeno-associated virus HBAAV9-TBG-m-Sirt2-Luc and cold exposure was administered to the *Sirt2*^*-/-*^ and AAV9-*Sirt2* groups. **(A)** The *Sirt2* gene in liver was observed by visible light imaging in vivo. **(B)** Blood glucose levels in control or *Sirt2*^*-/-*^ mice after 3 weeks of intensive feeding as determined by GTT and ITT (B, left) assays (*n* = 6/group). **(C)** MRI examination of sagittal, transverse, and coronal sections of the liver **(D)** Food intake of mice in each group after 8 weeks of normal feeding. **(E)** BW and weight change in the four groups (*n* = 10/group). **(F)** Representative images and liver-to-body weight ratios. **(G)** Serum AST, ALT, ALB, and TC levels (*n* = 10/group). **(H)** Expression of ATP5a1, UQCRC2, SDHB, NDUFB8, and β-actin in four different groups determined by western blotting. **(I)** Western blot analysis of PKM2 and Sirt2. **(J)** Quantitative PCR analysis of PKM2 and Sirt2. **(K–L)** Using an anti-PKM2 antibody for IP and anti-acetyl-lysine **(K)**, anti-K48-linked ubiquitin chain and K63-linked ubiquitin chain **(L)** antibodies for immunoblotting. Data are expressed as mean ± SD. Statistical significance was determined by the two-tailed Student’s *t*-test. ^*^P < 0.05; ^**^P < 0.01; ^*^**P < 0.001 ***P < 0.001; ns, not significant

## Discussion

Obesity increases the risk of systemic insulin resistance and T2DM, a global public health crisis that affects more than 500 million adults worldwide [47]. In this study, we determined the protective role of Sirt2 in liver injury, obesity-related insulin resistance, and glucose metabolism. First, expression of Sirt2 was significantly reduced in obese and diabetic patients. Second, Sirt2 deficiency resulted in significant primary obesity and insulin resistance accompanied by hepatic metabolic dysfunction. Previous studies specified that hepatic overexpression of Sirt2 improved insulin sensitivity, oxidative stress, and mitochondrial dysfunction in obese mice [30]. Therefore, targeting Sirt2 may be a potential therapeutic strategy for the treatment of related metabolic disorders.

In this study, we identified PKM2 as a substrate of Sirt2, a key metabolic enzyme that catalyzes the final step of the glycolytic reaction, through a yeast two-hybrid assay and immunoprecipitation tandem mass spectrometry analysis [26]. Protein acetylation has become a key post-translational modification in cellular metabolism, as almost every glycolytic and TCA cycle enzyme undergoes acetylation [48]. We also identified multiple acetylation sites of PKM2 by acetylation histology: K89, K135, and K305. It has been previously shown that PKM2 activity was impacted by altered lysine acetylation [49], with PKM2 acetylated by p300 at K433, which prevented activation of PKM2 by interfering with FBP binding and promoted nuclear accumulation of PKM2 and protein kinase activity [50, 51]. It is true that the relationship between Sirt2 and PKM2 has been reported, but in this experiment, we identified a novel PKM2 acetylation modification site, K135, which was undiscovered and unstudied, and furthermore, the ubiquitination modification histology in our lab in the pre-laboratory showed that the K135 site is also a ubiquitination modification site of PKM2, which enables us to explore whether there is a competitive/promotional relationship between the acetylation of PKM2 modification and whether there is a competitive/promotional relationship between ubiquitination modifications. Our study also showed that Sirt2 underwent deacetylation modification of K135 of PKM2 in a H187-dependent manner. In vitro experiments confirmed that in a CoCl_2_-induced reprogramming model of AML12 glucose metabolism, Sirt2 reduced the acetylation of PKM2-K135 and increased the ubiquitination of K48 of PKM2. K48-linked ubiquitin chains normally lead to ubiquitin proteasome pathway degradation of the modified substrate [51], our results also suggested that the proteasome pathway mediated the subsequent PKM2 degradation. It has been shown that the function of PKM2 was also dependent on post-translational modifications, directing activity through a mechanism that favored tetrameric structure [2]. Under normal conditions, the tetrameric form of PKM2 has high glycolytic activity and glucose is converted to pyruvate for energy production. Lactic acid increases the level of lactonization of PKM2, inhibits its tetramer to dimer transition, promotes its pyruvate kinase activity, and reduces nuclear distribution [52]. In the present study, Sirt2 was shown to inhibit expression of PKM2, promoting glucose metabolism and lactate production and increasing the glycolytic capacity of cells. This is thus a novel mechanism by which acetylation directs the function of PKM2.

To investigate the effect of Sirt2 on liver glycolysis in mice, we constructed *Sirt2* knockout mice. Sirt2 gene polymorphisms have been reported to be associated with the maintenance of glucose homeostasis. Watanabe reported that *Sirt2* downregulation resulted in a slight increase in blood glucose levels and significant hyperinsulinemia [53]. Lantier also showed that severe insulin resistance occurred in the liver of *Sirt2* knockout rats fed a high-fat diet [28]. Our results found that Sirt2 deficiency led to impaired glucose tolerance and insulin resistance and that KO mice had a higher diet and body weight but reduced caloric expenditure and developed significant primary obesity with concomitant hepatic metabolic dysfunction [54]. After we gave mice cold stimulation to construct a metabolic stress model to mobilize in vivo energy. Under normal conditions, an appropriate low temperature environment ameliorates metabolic impairment, for example, cold exposure significantly promotes glucose uptake from brown fat in hormonal mice and promotes metabolism [18]. Previous studies have shown that in order to coordinate beige adipocyte plasticity and enhance adaptation to low temperature, HIFα was activated by microenvironmental alterations and alleviated metabolic stress by regulating cellular pathways to alleviate metabolic stress [55]. We therefore focused our attention on how Sirt2 regulates body glucose metabolism in a state of metabolic stress, and when we gave wild-type mice and Sirt2 KO mice intermittent hypothermic stimulation for three weeks, mice fed to meet increased metabolic demands and thermoregulation increased and the mice showed weight gain accompanied by hepatic metabolic dysfunction, which was made more pronounced by the knockout of *Sirt2*. The hypothermic environment stimulates energy expenditure, increases energy intake in thermostatic animals, and stimulates glucose translocation to the cell and glucose metabolism [32]. Research showed that the level of glycolysis within the BAT is elevated under cold conditions, and we found by metabolomics that the levels of major metabolites during glycolysis under metabolic stress increased, and in the previous part of this experiment, we clarified that *Sirt2*^−/−^ induced reprogramming of glucose metabolism, and that Sirt2 downregulation led to hyperacetylation of glycolytic enzymes and enhanced glycolysis is also a phenomenon that has been identified by many scholars, and here, we are more certain that metabolic stress exacerbates the negative regulatory mechanism of Sirt2 on glycolysis. In vitro experiments initially determined that Sirt2 regulates the expression of PKM2, so does PKM2 play a functional role in the negative regulation mechanism of glycolysis by Sirt2 under metabolic stress? The results showed that knockdown of Sirt2 under low temperature environment further promoted acetylation of PKM2 and inhibited its ubiquitination, and affected the modification through specific K48 ubiquitin chain. Mechanistically, this suggests that the deletion of Sirt2 in a state of metabolic stress exacerbates impaired substance metabolism, which in turn severely affects the hepatic metabolic burden of mice, promotes PKM2 protein degradation via the ubiquitin-proteasome pathway, and prevents the conversion of cytoplasmic PKM2 to the nucleus, thereby affecting the PKM2-mediated glycolytic process. To prove this retrospectively, we constructed an AAV9 viral expression system with a hepatocyte-specific TBG promoter to verify this, and we found that Sirt2 back-complementation reversed the changes in the glycolytic process brought about by Sirt2 deletion, and the results here also indicate our conclusion.

## Conclusions

In summary, here we found that Sirt2 deletion leads to impaired glucose tolerance and insulin resistance, induced primary obesity; Sirt2 severely disrupts liver function in mice under metabolic stress, exacerbating the metabolic burden on the liver and impacting glucose metabolism. Sirt2 has an effect on PKM2 K135 through H187 site acetylation modification occurs and reduces ubiquitination of the K48 site of PKM2 thereby altering the adaptation to the metabolic stress response and ultimately regulating the glycolytic process (shown in Model in Fig. 8). Therefore, Sirt2 may regulate hepatic glucose metabolism and provide a new target for future clinical treatment of metabolic diseases.

**Fig. 8:**
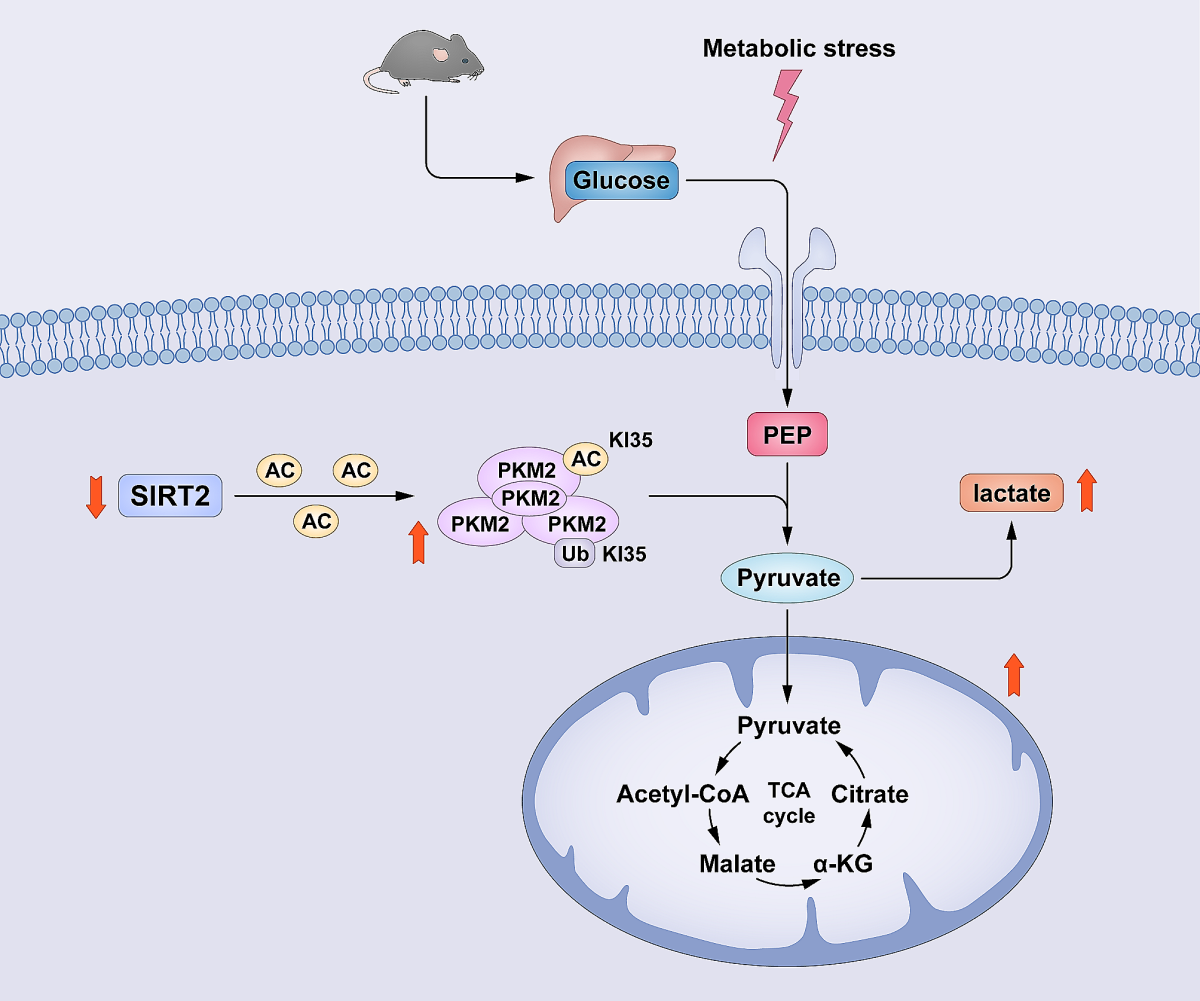
The role of NAD-dependent deacetylase sirtuin-2 in liver metabolic stress through regulating Pyruvate kinase M2 ubiquitination. Sirt2 disrupts liver function in mice under metabolic stress, exacerbating the metabolic burden on the liver and impacting glucose metabolism. Sirt2 has an effect on lysine 135 of PKM2 through a histidine 187 enzyme active site-dependent site acetylation modification occurs and reduces ubiquitination of the K48 site ubiquitin chain of PKM2 thereby altering the adaptation to the metabolic stress response and ultimately regulating the glycolytic process

### Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

Supplementary Material 2

## Data Availability

Data generated in this study are publicly available in the GEO repository (GSE229161). We also utilized publicly accessible RNA-seq data from GEO repositories GSE474, GSE36297, GSE20966, and GSE1010.

How the deposited data were processed for this re-analysis (not part of the article)

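Liver RNA of 20 mice was sequenced on an Illumina NovaSeq instrument, with 1 library per mouse and 5 mice in each of the Control, CE, Sirt2-/- and Sirt2-/-/CE groups. The labels describe enrichment of messenger RNA on oligo(dT) beads and cDNA made from random hexamers. The authors made 1 table that holds, for each gene and mouse, a number of reads and an FPKM value; the former are whole numbers without normalization, and the latter are scaled to gene length and depth. Nothing was aligned or counted again here. The paper's text and the labels do not name the aligner, the counting tool, its handling of strand and of reads that match several genes, or the genome build. The legend of Fig. 6 gives a two-tailed Student's test and names no adjustment over genes. The mice were assigned to groups from their labels, and the columns of all 20 mice were found, with 0 columns left over. Of the lines of the table, 9 hold no gene and were left out. Predicted new genes held 0.36% to 0.62% of the counts of a mouse.

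Analyses of counts used R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and fgsea 1.28.0. The filter was edgeR's filterByExpr by group, with a minimum count of 10 and a minimum total of 15, and it kept at least 99.94% of the counts of each mouse. One fit of the negative binomial model held all 20 libraries, and its common dispersion was 0.147. The pairs compared were CE with Control, Sirt2-/- with Control, Sirt2-/-/CE with Sirt2-/-, Sirt2-/-/CE with CE and Sirt2-/-/CE with Control, and the interaction of genotype and CE was tested in the same fit. Standard errors of log2 fold changes were computed from the fold change and the F statistic of the test. The depth of 35499796 to 53917339 counts per mouse and the spread between mice set the precision of the test, which was tested on simulated counts with the same numbers of mice. The 200 changed genes were changed in the Sirt2-/- libraries only. Between CE and Control in the same simulated counts, where no gene was changed, edgeR's test called 0 genes and DESeq2 called 1. Of the calls that DESeq2 made where 200 genes were changed, 12.6% were false, and it recovered 80% of the changed genes. The limma voom method recovered 67% of them with 0% of its calls false. In the simulation it called 134 genes and edgeR 143, while on the real counts it called more than edgeR in each comparison with Control. The simulated rates therefore do not describe the real counts in full.

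The lists of genes were the 18 genes of Fig. 6D, 24 enzymes of glycolysis, 25 of the TCA cycle and the pyruvate dehydrogenase complex, 77 nuclear-encoded subunits of oxidative phosphorylation, and the cytochrome P450 genes of the table. The lists, comparisons, tests and alternatives were chosen before the data were examined, apart from those named as added below. Genes were named by a rule, namely Sirt2, the genes of Fig. 6D, the subunits of Fig. 6C, and the 3 genes with the largest change in each direction that had an adjusted p under 0.05, a mean of at least 1 FPKM and no overlap between the groups, for CE and Sirt2-/- against Control and for Sirt2-/-/CE against Sirt2-/-. Other lists served as checks on the samples: sex, substrain, circadian clock, erythrocyte, immune, pancreas, muscle, adipose, feeding, early stress response and sirtuin genes. Lists for cholesterol synthesis, endoplasmic reticulum chaperones, male-type and female-type liver genes, the cell cycle and ribosomal proteins were added after the data were seen.

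The alternatives were DESeq2, upper-quartile scaling, scaling by library size only, at least 10 counts in every library, no filter on low counts, a fit of only the 2 groups compared, limma voom with sample quality weights, a log2 fold change of at least 1 and the removal of each mouse in turn. For lists, they were DESeq2 size factors, standardized genes, the median over genes, log2 FPKM with a pseudocount of 1, camera with its preset correlation of 0.01, fry, preranked GSEA and changes in the membership of lists. The clock score of a mouse is the mean of Dbp, Tef, Per3, Ciart and Nr1d2 minus the mean of Arntl, Npas2 and Clock, the 2 arms of the clock, and male-type and female-type scores are means of their lists, all in centred log2 CPM. This score as a covariate, and the removal of each library's trend with GC content and gene length, were added after the data were seen.

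Positions, exons and overlapping genes were taken from GENCODE vM21 on GRCm38, in which 14838 of the 14941 tested genes with an Ensembl identifier were found. Genes that match another at 95% identity or more over at least 150 bases were searched with BLAST+ 2.17.0. Figures were drawn with matplotlib 3.10.9 under Python 3.11.15. The metabolite, enzyme, protein, qPCR and behavioral measurements of the paper were not used here, and PKM2 was not separated from the other isoforms of Pkm. A result that rests on 1 further gene is not reported here.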

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

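Every test in this part was chosen after the result it concerns was seen.

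In 12 of the 148 groups of 5 values examined, 1 mouse lay so far from the other 4 that its gap to the nearest passed Dixon's 95% critical value of 0.71 of the group's range, where chance gives about 7.4. For single genes, the gap and the range were taken on log2 CPM. The CPM printed below therefore need not give the same part of the range. In CPM, these were Sirt2 in Sirt2-/-/CE replicate 16 (27.5, the others at most 21.1), Ldha in Control replicate 3 (928.8, the others 512.6 to 603.0), Pgam1 in CE replicate 10 (203.6, the others 164.4 to 171.7) and Ogdh in CE replicate 9 (160.7, the others 193.5 to 207.1). They were also Uqcrc2 in Sirt2-/- replicate 13 (238.3, the others 192.5 to 200.0), Atp11a in CE replicate 6 (14.2, the others 26.4 to 33.6), 3110082I17Rik in Sirt2-/-/CE replicate 18 (1.78, the others 3.08 to 3.77) and Mus_musculus_newGene_931 in Control replicate 5 (0.269, the others 1.74 to 3.37). Among means of lists they were the genes of Fig. 6D in CE replicate 6 (0.41, the others -0.13 to 0.00), the glycolysis genes in the same mouse (0.46, the others -0.27 to -0.07) and the cytochrome P450 genes in Sirt2-/- replicate 11 (0.18, the others -0.18 to -0.09). The total counts of Sirt2-/- replicate 11 were 42142304, against 36004846 to 37726148 in the other 4 mice of its group. These values fall on 9 mice, with at most 3 on one. When each library's trend with GC content and gene length was removed, 4 of the 10 groups in which this could be done still passed the critical value. GC content or gene length bias is argued against as the whole cause for these 4, which were Pgam1 in CE replicate 10, Uqcrc2 in Sirt2-/- replicate 13, the genes of Fig. 6D in CE replicate 6 and the cytochrome P450 genes in Sirt2-/- replicate 11, since the lowest of their gaps was still 0.756 of the range. For the other 6, whose gaps fell to at most 0.699 from 0.713 to 0.734, close to the critical value, it cannot be told apart from a difference between mice. No biological explanation was tested.

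In CE replicate 6, Mki67 stood at 2.16 FPKM, above the highest other mouse (0.785) and the highest Control mouse (0.292), and 24 of 25 cell-cycle genes were highest in this mouse. Its Pkm level was 62.8 FPKM, where the other 19 mice had at most 15.1. RNA from skeletal muscle is argued against, since 2 of 6 muscle genes were highest in this mouse, with Acta1 at 0.0639 FPKM and Ckm at 0 FPKM. More immune cells in the liver piece cannot be told apart from a change in the liver's own cells: 0 of 12 immune genes were highest in this mouse, but the genes go both ways. Lyz2 had 68.3 FPKM, close to the highest other mouse (69.4), and Cd74 had 49.1 FPKM against a median of 37.4 in the others, while Clec4f and Cd5l had 19.2 and 23.6 FPKM, where the highest other mice had 55.0 and 69.5. Of the 12, 7 have a median of at least 1 FPKM in these livers. After removal of the trend with GC content and gene length, Pkm was still 3.16 higher on the log2 scale than the mean of the others, so GC content or gene length bias does not explain it. CE replicate 9 shares the cell-cycle part, with 20 of the 25 genes above every Control mouse and a list mean of 1.63 against 2.70 in CE replicate 6 and at most 0.74 in the other 18 mice, but not the Pkm level (6.71 FPKM). A liver with dividing cells may be the source of the cell-cycle part in both mice, but this was not tested.

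The clock genes of CE replicate 9, Sirt2-/- replicates 14 and 15 and Sirt2-/-/CE replicate 19 stood apart, with a clock score of -6.48 to -4.52 where the other 16 mice had -0.81 to 3.36. In these 4 mice Dbp had 0.164 to 2.35 FPKM against 6.5 to 55 in the others, and Arntl had 5.24 to 9.75 FPKM against 0.0377 to 3.69. Npas2, which the paper does not discuss, had 1.52 FPKM in Sirt2-/- replicate 15 and at least 0.306 in all 4, against at most 0.0302 in the Control group and 0.17 in the other 16 mice. GC content or gene length bias is argued against, since the highest of the 4 scores was -4.42 after the trend was removed and the lowest of the others was -0.74. Across the other 16 mice the 2 arms of the clock were opposed, with a Pearson correlation of -0.764 (permutation p = 0.00058, two-sided), a Spearman correlation of -0.768 (permutation p = 0.00067) and a Pearson correlation of -0.83 without the 2 mice farthest out (14 mice, permutation p = 0.00032). Opposed arms follow from any shift of the clock, and the labels give no time of sampling, so the time of day at which the liver was taken cannot be told apart from an effect on the clock for these 4 mice, which belong to 3 groups. The score also differed between groups, with these 4 mice included. It ran from 1.33 to 3.36 in Control (mean 2.73) and from -4.52 to 2.42 in CE (mean -0.24). In Sirt2-/- it ran from -6.48 to 2.17 (mean -1.54) and in Sirt2-/-/CE from -4.69 to 0.87 (mean -0.95). Below the lowest Control mouse were 4 of 5 CE, 3 of 5 Sirt2-/- and 5 of 5 Sirt2-/-/CE mice, with exact permutation p of 0.0159, 0.0238 and 0.00794 against Control (two-sided, not adjusted, chosen after the values were seen). These tests include the 4 mice, and none was run without them. Without those mice, the scores ran from -0.04 to 2.42 in CE and from 0.58 to 2.17 in Sirt2-/-, partly within the Control range. In Sirt2-/-/CE they ran from -0.81 to 0.87, below the lowest Control mouse. With all mice, Sirt2-/-/CE differed from Sirt2-/- by 0.59 (exact p = 0.873) and from CE by -0.71 (exact p = 0.571). Whether the groups were sampled at the same time of day is not given, and neither cold nor genotype was tested apart from it.

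The endoplasmic reticulum chaperone genes, which the paper does not discuss, were 0.58 higher in CE than in Control on the log2 scale (exact permutation p = 0.00794, two-sided, the smallest the splits can give), with 5 of 5 CE mice above the highest Control mouse. Adjusted over the 60 tests of the check lists, p was 0.476, which is what any single list at the smallest p gets, so the correction could hardly be passed; 16 of the 25 genes had an unadjusted p under 0.05 and 0 an adjusted one. In Sirt2-/- the genes were 0.67 higher than in Control (exact permutation p = 0.0397, adjusted p = 0.476), with 4 of 5 mice above the highest Control mouse and 5 of the 25 genes at an adjusted p under 0.05, and whether the 2 effects differ was not tested. The difference in CE was 0.584 after removal of the trend with GC content and gene length and 0.605 after removal of the slope on the clock score, which argues against both as its cause. In knockout mice, cold exposure gave a difference of -0.09 (Sirt2-/-/CE against Sirt2-/-, exact permutation p = 0.73), and the means of the groups were -0.46 in Control, 0.12 in CE, 0.21 in Sirt2-/- and 0.12 in Sirt2-/-/CE. The mean of Control thus lies below those of all 3 other groups, which cold exposure alone does not account for, and no cause is named here.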

How the results depend on the processing

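The clock score as a covariate and the removal of the trend with GC content and gene length were the tests chosen only after the results were seen. No paired analysis was possible because the replicate numbers run from 1 to 20 and none is shared between groups. The alternatives for a table with FPKM alone (pseudocount and filter) were not run, because counts were given. Apart from the clock score, whose shuffled orders are given among the other observations, the cause was not tested for the changes below.

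For numbers of changed genes, DESeq2 gave 188 in CE (87 of them lower) and 607 in Sirt2-/- against Control (305 higher, 302 lower, with all 139 among them), 7 in Sirt2-/-/CE against Sirt2-/-, 31 against CE (13 higher, 18 lower), 237 against Control and 41 for the interaction (32 positive). With limma voom there were 540 in CE (329 higher, 211 lower), 906 in Sirt2-/- (485 higher, 421 lower) and 340 in Sirt2-/-/CE, all against Control. Scaling by library size only gave 419 in Sirt2-/- (330 higher, 89 lower, 132 shared with the 139) 1 in Sirt2-/-/CE against CE and 13 in Sirt2-/-/CE against Control (9 higher, 4 lower); the mean log2 TMM factor was 0.10 in Sirt2-/- and -0.05 in Control, so that all genes shift between these groups. With at least 10 counts in every library there were 209 in Sirt2-/-, without a filter 35 (9 higher, 26 lower) and 7 in Sirt2-/-/CE against Control. With only the 2 groups compared in the fit there were 0 in CE (2095 unadjusted), 29 in Sirt2-/- (4 higher, 25 lower), 0 in Sirt2-/-/CE against CE (870 unadjusted), where Sirt2 had a log2 fold change of -1.11 and an adjusted p of 0.0848, and 3 in Sirt2-/-/CE against Control (1 higher, 2 lower). A log2 fold change of at least 1 left 84 in Sirt2-/- and 12 in Sirt2-/-/CE against Control. With the clock score as a covariate there were 2 in CE, 0 in Sirt2-/- (1135 unadjusted) and 1 in Sirt2-/-/CE against Control.

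For lists, directions turned in these cases. Scaling by library size only gave 0.031 for glycolysis, 0.041 for the TCA cycle and 0.12 for P450 genes in Sirt2-/- against Control, and FPKM values gave 0.022, 0.047 and 0.12. Standardized genes gave 0.071 for glycolysis and 0.044 for Fig. 6D in CE and 0.021 for glycolysis in Sirt2-/-, and the median over genes gave 0.064 and 0.027 for glycolysis in CE and Sirt2-/-. P450 genes turned to 0.0024 with upper-quartile scaling and to 0.015 without the GC and length trend. In CE, camera (adjusted p of 0.788 and 0.743) and fry (0.895 and 0.895) turned Fig. 6D and glycolysis, and GSEA turned Fig. 6D (normalized score 0.965) and, in Sirt2-/-, glycolysis (0.755).

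Tests that take genes as nearly independent passed the threshold where the exact test did not. Camera gave an adjusted p of 0.0102 (Fig. 6D), 0.0366 (glycolysis), 0.000482 (TCA cycle) and 2.48e-26 (oxidative phosphorylation) between Sirt2-/-/CE and Sirt2-/-, 0.00658 (TCA cycle) and 9.53e-18 (oxidative phosphorylation) for the interaction, and for oxidative phosphorylation 2.64e-08 in Sirt2-/- against Control and 6.16e-08 in Sirt2-/-/CE against CE. Normalized GSEA scores were 1.78, 1.66, 2.22 and 3.43 for the same lists between Sirt2-/-/CE and Sirt2-/-, 1.92 and 3.25 for the TCA cycle and oxidative phosphorylation in the interaction, 1.77 and 2.86 between Sirt2-/-/CE and CE, -1.76 and -2.75 in Sirt2-/- against Control, -2.04 for oxidative phosphorylation in CE and -1.55 for P450 genes in Sirt2-/-. Of single genes named, 6 others lost their call with only the 2 groups in the fit, and 72 values kept direction and call. Of the values for numbers of genes, lists and Sirt2, 221 kept theirs.

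Across the leave-one-out fits, the number of changed genes ran from 0 to 68 in CE (without replicates 1 and 4), from 5 to 375 in Sirt2-/- (without 2 and 13), from 0 to 67 in Sirt2-/-/CE against Control (without 1 and 4), from 1 to 6 against CE (without 8 and 6) and from 0 to 2 for the interaction. Differences of lists that turned ran from -0.11 to 0.021 (Fig. 6D in CE, without 6 and 9), from -0.13 to 0.051 (glycolysis in CE, without 6 and 8), from -0.065 to 0.041 (P450, without 11 and 3) and from -0.033 to 0.16 (Fig. 6D in Sirt2-/-/CE against CE, without 16 and 6). Pkm ran from -0.96 to 1.09 in CE (without 6 and 8) and from -1.02 to 1.03 in Sirt2-/-/CE against CE (without 8 and 6). Scara5 lost its call in 10 of 10 of these fits, Lrfn3 in 7, Mus_musculus_newGene_931 and Scd1 in 6, 3110082I17Rik in 5, and Cyp4a14 and Tff3 in 2.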

Differences from the paper's values

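The choices of 4 mice per group were the only test in this part chosen after the values were seen.

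The enrichment score of the oxidative phosphorylation genes between Control and Sirt2-/-, positive for Control, was 0.645, where the paper's is about 0.54 in Fig. 6E, read by eye. Over the 18 alternatives set before the data were examined, it ran from 0.56 with the V-ATPase subunits to 0.738 without replicate 14. The score with the V-ATPase subunits came closest, within what a reading by eye can resolve, and the other alternatives lay farther from the paper's value.

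Fig. 6D shows the Sirt2-/- and Sirt2-/-/CE groups above Control for Hk2, Pck1, Pgam1, Ogdh and Sdhb. The figure draws about 4 columns per group, read by eye in Fig. 6D, where the table holds 5 mice. Over the 125 choices of 4 of the 5 mice in each of these 3 groups, it was asked whether every knockout mouse lay above every Control mouse. This is stricter than a higher group mean, and it held in 5 choices for Pgam1 and in 0 for each of Hk2, Pck1, Ogdh and Sdhb. By the mean log2 CPM of all 5 mice, Control lay below both groups for Pgam1 (7.162 against 7.427 and 7.458) and Ogdh (7.381 against 7.543 and 7.498). It did not lie below both for Hk2, Pck1 and Sdhb.

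Fig. 6H shows Sirt2 messenger RNA near 0 in both knockout groups and higher in CE than in Control, measured by qPCR. In the counts, 51.9% and 46.3% of the Sirt2 level remained, and the log2 fold change of Sirt2 in CE was 0.14. The Sirt2 primers printed in the paper match exons 12, 13 and 15 of Sirt2-201 and none of exons 5 to 7, while the counts cover the whole gene. The same figure shows PKM2 messenger RNA highest in Control, then lower in CE, in Sirt2-/- and in Sirt2-/-/CE in this order. The PKM2 primers match 2 Pkm transcripts and 1 pseudogene in the annotation. Counts of Pkm, which cover all isoforms, had means of 23.9 CPM in Control, 42.1 in CE, 18.7 in Sirt2-/- and 25.1 in Sirt2-/-/CE, and 12.3 in CE without replicate 6.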

Other observations

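The counts over other splits of the mice were set before their results were seen. So were the check lists, apart from those named above as added after the data were seen. Every other test in this part was chosen after.

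The mice of each pair of groups were divided in 100 ways, and for the interaction all 20 mice were regrouped in 100 ways, the real one included, to ask how often as many genes are called. For CE against Control, 8 of the 100 splits gave as many genes as the real one, so the single gene called is no more than such splits give, while 2 of the 100 reached its 1674 genes at an unadjusted p under 0.05 (median 485). For Sirt2-/- against Control it was 2 of 100, with at most 171 genes, for Sirt2-/-/CE against CE 2 of 100, and for Sirt2-/-/CE against Control 1 of 100; at an unadjusted p, it was 2, 31 and 10 of 100. For Sirt2-/-/CE against Sirt2-/- and for the interaction, where 0 genes were called (1132 and 1303 unadjusted), 100 of 100 gave as many, and 42 and 13 of 100 gave as many genes at an unadjusted p under 0.05.

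The Sirt2 counts that remained in the knockout mice were weighed against technical explanations. If only the reads of exons 5 to 7 were missing, the log2 fold change would be -0.171, where the weaker one observed was -0.94 with a standard error of 0.15. Swapped libraries are argued against by the highest knockout mouse, at 27.5 CPM against 40.2 in the lowest wild-type mouse. The overlapping gene Nfkbib shares 0.834% of the Sirt2 exon bases, but a share of bases does not bound a share of reads. Whether reads of Nfkbib added to the remaining counts can therefore not be told. Loss of part of a transcript with a shifted reading frame may be behind the lower counts, as a hypothesis that was not tested.

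For the oxidative phosphorylation genes, which are short (median 1129 bases against 3142 for all genes), 10000 lists of other genes matched on length, GC content and expression were drawn. Their median difference was -0.13 between Sirt2-/- and Control, and 71 lists were as far from 0 as the real -0.25; between Sirt2-/-/CE and Sirt2-/- it was 0.14, with 0 as far from 0 as the real 0.35. GC content or gene length bias could therefore account for part of both differences. The matched genes were drawn independently, while the subunits were correlated across mice, so the lists cannot settle whether bias is the whole cause. The ribosomal protein genes moved the same way, by -0.24 and 0.26 (exact permutation p = 0.111 and 0.405). Both lists were highest in Sirt2-/-/CE replicate 16 (0.957 and 0.84), and an effect on the library shared by them was not tested. The trend with length was steepest in Sirt2-/-/CE replicate 16, with a rank correlation of -0.649. With the trend removed, the differences of the oxidative phosphorylation genes were -0.16 and 0.23.

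Gapdh had 44.2 to 85.6 FPKM in Control replicate 5 and CE replicates 6 and 9 and 5.31 to 21.6 FPKM in the other mice. In counts the lowest of these 3 mice had 41.0 CPM, under the 79.2 CPM of Sirt2-/-/CE replicate 16, so the pattern is consistent with the authors' FPKM estimate and not the number of reads as its source.

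With the clock score of each mouse as a covariate, 0 of the 139 genes called between Sirt2-/- and Control remained, while 139 of 139 kept their sign and their median absolute log2 fold change went from 1.13 to 0.90. Sirt2, the targeted gene, was among the 139 and lost its call as well. Of the 139 genes, 9 were associated with the score, as were 182 of all genes. When the scores were shuffled within groups, 29 of 60 orders, the real one included, left as few genes. A difference in clock phase between the groups therefore cannot be told apart from an effect of the covariate's lost precision for these genes.

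Control replicate 3 and Sirt2-/-/CE replicate 20 had a female-type score of 2.42 and 3.84, where the others had at most 0.74, and a male-type score of -2.76 and -4.25, where the others had at least -1.46. They are not female mice by their transcripts, since Eif2s3y on the Y chromosome had 18.5 FPKM or more in both and Xist 0.00596 and 0.00252 FPKM. GC content or gene length bias is argued against, since the lower of the 2 female-type scores was 2.39 after the trend was removed. A hormonal state of single mice may stand behind this, but the design names none and no biological explanation was tested.

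The lists that served as checks had a lowest adjusted p of 0.476 over 60 tests, an adjustment that a single list could not pass. Their differences between Sirt2-/- and Control (log2, exact permutation p, two-sided) were -0.06 for sex genes (p = 0.857), 0.14 for substrain genes (p = 0.23), -0.60 for clock genes (p = 0.294), -0.53 for erythrocyte genes (p = 0.222), -0.13 for immune genes (p = 0.619) and -0.16 for pancreas genes (p = 0.77). In the same comparison they were -0.66 for feeding genes (p = 0.0714), -0.07 for early stress genes (p = 0.857), -0.21 for sirtuins (p = 0.0476), -1.08 for cholesterol synthesis (p = 0.0556), -1.03 for the cell cycle (p = 0.0476), -0.30 and -0.02 for male-type and female-type genes (p = 0.778 and 0.984) and -0.24 for ribosomal proteins (p = 0.111), all exact. The mean of the clock list averages genes of opposed phase, in which a shift of the clock can cancel, so it says little about such a shift. The 7 sirtuins include Sirt2 itself, the 1 gene called among them. The muscle and adipose lists were not tested, since too few of their genes passed the filter.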
